# A Single‐Atom Manganese Nanozyme Mn‐N/C Promotes Anti‐Tumor Immune Response via Eliciting Type I Interferon Signaling

**DOI:** 10.1002/advs.202305979

**Published:** 2024-02-02

**Authors:** Wen Qiao, Jingqi Chen, Huayuan Zhou, Cegui Hu, Sumiya Dalangood, Hanjun Li, Dandan Yang, Yu Yang, Jun Gui

**Keywords:** anti‐tumor immunity, nanomedicine, ROS, single‐atom nanozyme, type I interferon

## Abstract

Tumor microenvironment (TME)‐induced nanocatalytic therapy is a promising strategy for cancer treatment, but the low catalytic efficiency limits its therapeutic efficacy. Single‐atom catalysts (SACs) are a new type of nanozyme with incredible catalytic efficiency. Here, a single‐atom manganese (Mn)‐N/C nanozyme is constructed. Mn‐N/C catalyzes the conversion of cellular H_2_O_2_ to ∙OH through a Fenton‐like reaction and enables the sufficient generation of reactive oxygen species (ROS), which induces immunogenic cell death (ICD) of tumor cells and significantly promotes CD8^+^T anti‐tumor immunity. Moreover, RNA sequencing analysis reveals that Mn‐N/C treatment activates type I interferon (IFN) signaling, which is critical for Mn‐N/C‐mediated anti‐tumor immune response. Mechanistically, the release of cytosolic DNA and Mn^2+^ triggered by Mn‐N/C collectively activates the cGAS‐STING pathway, subsequently stimulating type I IFN induction. A highly efficient single‐atom nanozyme, Mn‐N/C, which enhances anti‐tumor immune response and exhibits synergistic therapeutic effects when combined with the anti‐PD‐L1 blockade, is proposed.

## 1 Introduction

Cancer remains a fatal threat to human health, imposing substantial burdens on both the global economy and life quality.^[^ ^1^ ^]^ Conventional cancer therapies, such as chemotherapy and radiotherapy, directly eradicate tumor cells but concurrently inflict damage to the normal cells.^[^ ^2^ ^]^ Immunotherapy, exemplified by immune checkpoint inhibitors (ICIs) designed to reinvigorate anti‐tumor immune response, has emerged as a promising therapeutic approach across various malignancies. However, due to tumor microenvironmental suppression, the therapeutic efficacy of immunotherapy is limited, with only a low rate of patients exhibiting responsiveness to ICIs.^[^ ^3^ ^]^ How to overcome the immunosuppressive tumor microenvironment (TME) remains a major challenge.

Chemodynamic therapy (CDT) represents a novel therapeutic approach known for its capacity to instigate the generation of oxidizing hydroxyl radical (∙OH) production through Fenton‐like reactions facilitated by nanomaterials.^[^ ^4^ ^]^ Nanozyme, a class of inorganic nanomaterial, is capable of performing catalytic activities similar to natural enzymes. For decades, nanozymes possessing peroxidase‐like activity have demonstrated their great potential for converting hydrogen peroxide (H_2_O_2_) and oxygen (O_2_) into toxic reactive oxygen species (ROS).^[^ ^5^ ^]^ ROS, known as potent oxidants, exert anti‐tumor effects by directly killing tumor cells as well as modulating host immune response.^[^ ^6^ ^]^ The excessive H_2_O_2_ in the TME provides sufficient substrates for potentiating the effects of nanozymes‐mediated CDT,^[^ ^7^ ^]^ whereas H_2_O_2_ deficiency in normal cells mitigates the likelihood of severe Fenton reaction, thereby minimizing damage to normal cells.^[^ ^8^ ^]^ Therefore, designing the nanozyme with highly catalytic efficiency to generate ROS is critical for enhancing the effectiveness of CDT against tumors.

Single‐atom catalysts (SACs), a new type of nanozyme, have been proven to effectively improve catalytic activity owing to their uniform reaction sites and highly unsaturated coordination environment.^[^ ^9^ ^]^ Amplifying the surface‐active sites is considered a super effective approach to accelerate the catalytic speed. SACs maximize their surface area utilization at the atomic level.^[^ ^10^ ^]^ Notably, iron (Fe)‐based SACs display heightened catalytic activity, engendering substantial ROS generation.^[^ ^11^ ^]^ Fe‐SACs have been investigated for catalytic tumor therapy and shown to effectively trigger the tumor‐specific Fenton reaction under an acidic tumor microenvironment, leading to efficient tumor suppression.^[^ ^12^ ^]^ Furthermore, Copper (Cu)‐based SAC demonstrates superior superoxide (SOD)‐like activity, harboring significant potential as therapeutic nanomedicines for sepsis treatment.^[^ ^13^ ^]^ Manganese (Mn), a recognized biologically essential element, assumes a pivotal role as a cofactor in various metalloenzymes and nanozymes, including manganese catalase (MnCAT), manganese superoxide dismutase (MnSOD) and peroxidase (POD).^[^ ^14^ ^]^ Mn‐based nanozymes have been instrumental in inducing a Fenton‐like reaction.^[^ ^15^ ^]^ Nevertheless, the therapeutic potency of Mn‐based SAC against tumors has not been fully explored, and its role in the modulation of tumor immune microenvironment is largely unknown.

In this study, we constructed an Mn‐based SAC (Mn‐N/C) by coordination of single‐atom Mn nano‐catalyst encapsulated in zeolite imidazole frameworks (ZIF‐8). ZIF‐8 exhibits significant advantages in adsorption and drug loading due to its tunable pore channels and large specific surface area.^[^ ^16^ ^]^ We found that Mn‐N/C exhibited pronounced Fenton activity and ROS generation. Intratumoral administration of Mn‐N/C significantly suppressed tumor growth and promoted CD8^+^T anti‐tumor immune response. We further revealed that the cytosolic DNA and Mn^2+^ released by Mn‐N/C coordinately activated the cyclic GMP‐AMP synthase (cGAS)‐stimulator of interferon genes (STING)signaling, consequently stimulating type I interferon (IFN) induction, which was critical for Mn‐N/C‐mediated anti‐tumor immune response. Moreover, Mn‐N/C exhibited synergistic therapeutic effects when combined with anti‐PD‐L1 blockade, suggesting that Mn‐N/C‐mediated CDT could be a new strategy for improving the efficacy of cancer immunotherapy.

## 2 Results

### 2.1 Synthesis and Characterization of Mn‐N/C Single‐Atom Nanozyme

The synthesis process of Mn‐N/C single‐atom nanozyme was illustrated in **Figure** **1**A, where the manganese precursor, Mn(acac)2, was absorbed in ZIF‐8 prior to pyrolysis. The morphology of the synthesized Mn‐N/C was characterized by scanning electron microscopy (SEM) and transmission electronic microscopy (TEM). The images showed that the size of Mn‐N/C nanozymes ranged from 600 to 700 nm, exhibiting a consistent dodecahedral structure (Figure 1B,C; Figure S1A, Supporting Information). Notably, high‐resolution imaging by aberration‐corrected annular high‐angle dark‐field scanning transmission electron microscopy (AC HAADF‐STEM) revealed the homogeneous dispersion of single Mn atoms within the nanostructure, confirming the successful preparation of single‐atom Mn‐N/C nanozymes (Figure 1D,E). Furthermore, energy dispersive spectrometry (EDS) mapping was also performed to characterize the elemental distribution within single‐atom nanozymes. The results revealed a uniform distribution of manganese (Mn), nitrogen (N), and carbon (C) throughout the prepared Mn‐N/C single‐atom nanozymes (Figure 1F–I), which provided further evidence for the successful synthesis of the single‐atom nanozymes. The structural properties of Mn‐N/C single‐atom nanozyme were characterized by X‐ray diffraction (XRD) and X‐ray photoelectron spectroscopy (XPS). In contrast to the prominent diffraction signal observed in the ZIF‐8, no significant signal corresponding to metal–organic frameworks (MOFs)‐like structure was observed in the Mn‐N/C single‐atom nanozyme (Figure 1J). Meanwhile, the XRD pattern showed a distinct diffraction peak at 25.3°, which could be attributed to the (002) plane of graphitic carbon. These results suggested that the Mn‐N/C single‐atom nanozyme was successfully synthesized, with evident perturbation in the original crystal structure of ZIF‐8 during the process. In addition, the binding states of Mn, C, and N in Mn‐N/C single‐atom nanozyme were analyzed by XPS survey spectra (Figure 1K; Figure S1B, Supporting Information). The presence of pyridinic N, pyrrolic N, and graphitic N in nanozyme was detected by high‐resolution XPS spectra of N 1s analysis (Figure 1L). The high‐resolution analysis of C 1s spectra revealed peaks at 284.8, 285.8, and 288.9 eV, corresponding to C─C, C─N, and C═O, respectively (Figure 1M). Taken together, all these results provide conclusive evidence that the Mn‐N/C single‐atom nanozyme was successfully prepared.

**Figure 1:**
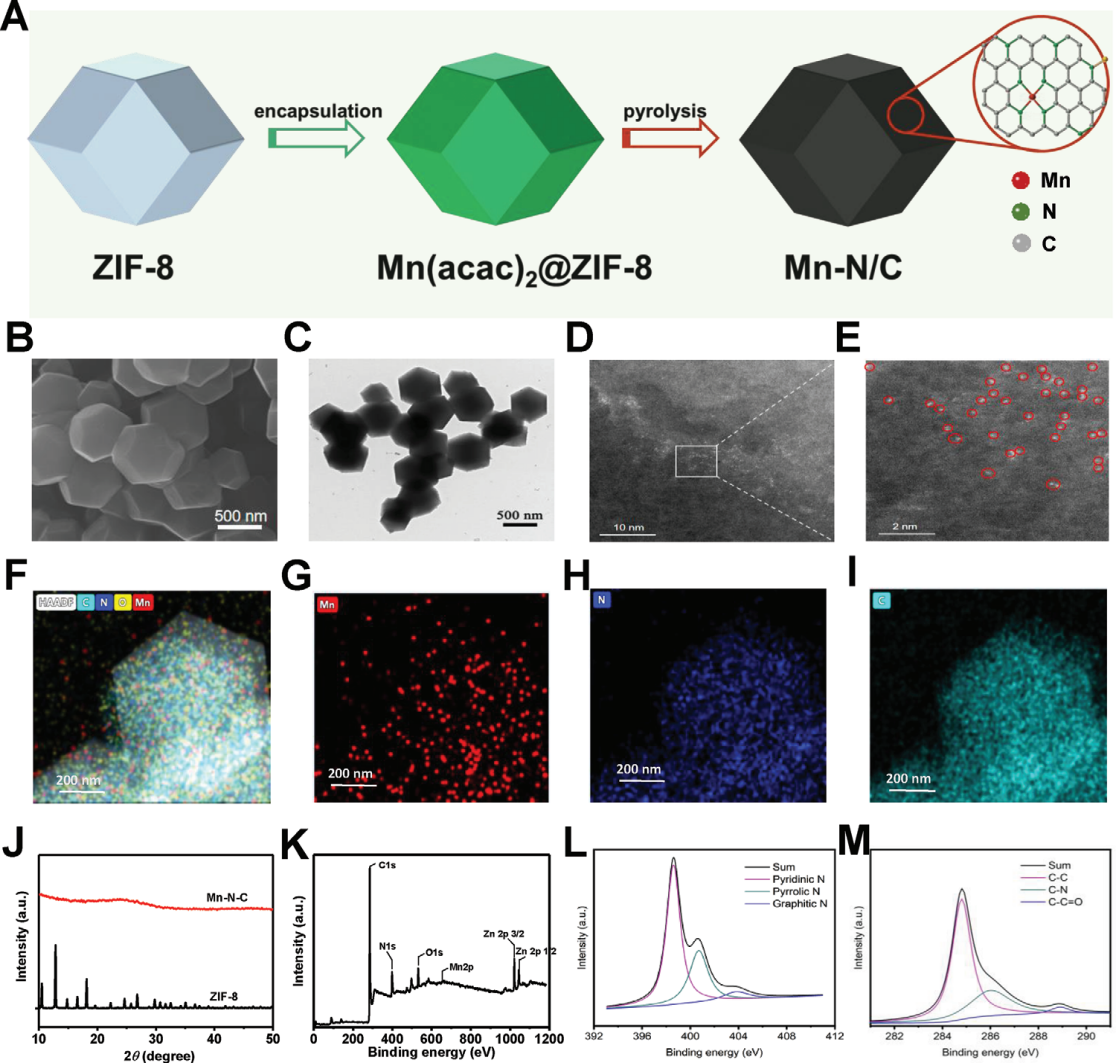
Characterization of single‐atom manganese nanozyme Mn‐N/C. A) Schematic illustration of the formation of Mn‐N/C single‐atom nanozyme. B) SEM micrograph. C) TEM micrograph. D,E) AC‐HAADF‐STEM micrograph. F–I) the EDS mapping of Mn, N, and C of prepared Mn‐N/C. J) XRD patterns of the ZIF‐8 and Mn‐N/C. K) XPS survey spectra of Mn‐N/C. L,M) XPS spectra for C 1s and N 1s of Mn‐N/C.

### 2.2 Enzyme‐Mimicking Activity of Mn‐N/C Single‐Atom Nanozyme

We investigated the catalytic oxidation ability of the obtained Mn‐N/C single‐atom nanozyme by using 3,3′,5,5′‐tetramethylbenzidine (TMB) as a chromogenic substrate. Upon the addition of Mn‐N/C, the oxidation of colorless TMB by Mn‐N/C generated a blue oxide (**Figure** **2**A). The production of TMB oxide was quantified by measuring the absorbance at 652 nm. We found that the absorbance at 652 nm was increased along with time, and the absorbance was positively correlated with the concentrations of Mn‐N/C (Figure 2B). We further measured the dynamic change of absorbance at different wavelengths in the presence of different concentrations of Mn‐N/C (Figure S2A, Supporting Information), confirming the oxidase‐like activity of Mn‐N/C. Subsequent detection of reactive oxygen species (ROS) using Methylene Blue (MB) as a free radical indicator showed a concentration‐dependent degradation rate of MB upon the addition of Mn‐N/C, indicating ROS generation (Figure 2C). Notably, Mn‐N/C exhibited significantly higher catalytic activity when compared to MnO_2_ (Figure 2A,C; Figure S2B,C, Supporting Information). Moreover, electron paramagnetic resonance (EPR) analysis revealed that Mn‐N/C effectively catalyzed the conversion of H_2_O_2_ to ∙OH (Figure S2D, Supporting Information). In addition, we noticed that Mn‐N/C demonstrated peroxidase (POD)‐like catalytic activity at acidic pH conditions, but did not exhibit such catalytic activity at alkaline pH conditions (Figure 2D), emphasizing its potential in the acidic tumor microenvironment. We also examined the catalytic activity of Mn N/C across different temperatures and found that Mn‐N/C displayed significant catalytic activity across a broad temperature range (20–60 °C) (Figure 2E).

**Figure 2:**
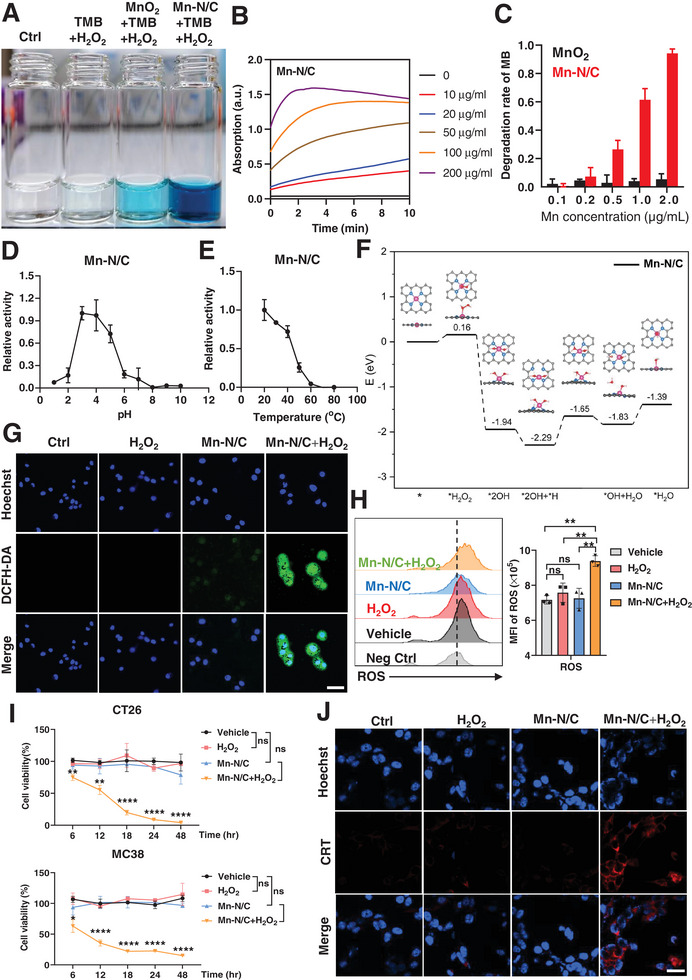
The peroxidase‐like activity of Mn‐N/C and ROS generation. A) Typical photographs of TMB reaction solutions oxidized by Mn‐N/C or MnO_2_ when incubated at room temperature. B) The time‐dependent absorbance changes at 652 nm in the absence (black) or presence of different concentrations of Mn‐N/C. C) ROS scavenging ability of Mn‐N/C and MnO_2_ determined by UV–vis absorbance based on methylene blue (MB). Data are shown as mean±SEM (*n* = 3). D) The peroxidase‐like catalytic activity of Mn‐N/C under different pH conditions. Data are shown as mean±SEM (*n* = 3). E) The peroxidase‐like catalytic activity of Mn‐N/C under different temperatures. Data are shown as mean±SEM (*n* = 3). F) DFT studies on the peroxidase‐like activity of Mn‐N/C. In the energy profiles, the most favorable paths of H_2_O_2_ dissociation into surface OH species in the acidic condition. The Mn, C, N, and H atoms were given in pink, gray, blue, and white, respectively. G) Confocal imaging of ROS generation in CT26 tumor cells after treatment with H_2_O_2_ or Mn‐N/C (100 µg/mL). DCFH‐DA was used as a fluorescent probe for ROS imaging. Scale bar: 50 µm. H) FACS analysis (left) and the quantification (right) of ROS production in MC38 tumor cells after vehicle or Mn‐N/C treatment for 24 h. Quantitative data are shown as mean±SEM (*n* = 3). One‐way ANOVA and Sidak's multiple comparisons test were performed. I) The cell viability of CT26 and MC38 tumor cells treated with H_2_O_2_ or Mn‐N/C for the indicated time points by CCK8 assays. Quantitative data are shown as mean±SEM (*n* = 3). Two‐way ANOVA (mixed model) and Sidak's multiple comparisons test were performed. J) Immunofluorescence staining of CRT in MC38 tumor cells after treatment with H_2_O_2_ or Mn‐C/N for 24 h. Scale bar, 20 µm. ^*^, *p* < 0.05; ^**^, *p* < 0.01; ^***^, *p* < 0.001; ^****^, *p* < 0.0001; ns, no significance

To gain deeper insights into the potential catalytic mechanism of Mn‐N/C, we performed density functional theory (DFT) calculations. The energy profile diagram unveiled that H_2_O_2_ exhibited weak adsorption energy with barriers of 0.16 eV on the Mn‐N/C surface, where the bond length of Mn─O was calculated to be 2.50 Å. Thus, the adsorbed H_2_O_2_ would be easily dissociated into two OH species with reaction energies of −2.10 eV, indicating the strong ability to generate ∙OH. Interestingly, the two OH species were simultaneously adsorbed on the Mn atom. Subsequent analysis revealed strong adsorption of the H atom on Mn‐N/C, positioning the atomic H at the top sites of atomic N. Starting with 2OH+H, one of the OH species reacted with the H atom to form an H_2_O molecule with barriers of 0.64 eV. Further assessment of the desorption energy of the H_2_O molecule indicated a value of −0.18 eV, implying the facile removal of the H_2_O molecule. These calculations suggest that the OH species reacting with the H atom is the rate‐determining step in the peroxidase‐like catalysis. The low reaction energy (0.64 eV) distinctly underscores the high POD‐like catalytic activity of Mn‐N/C (Figure 2F).

To evaluate the cellular generation of reactive oxygen species (ROS), we used 2,7‐dichlorodi‐hydrofluorescein diacetate (DCFH‐DA) as a fluorescent probe for ROS imaging in CT26 colon carcinoma cells. Upon ROS oxidation, DCFH‐DA is converted to DCFH, emitting green fluorescence. To mimic the physiochemical condition in tumors, 100 µm H_2_O_2_ was added to the treatment. Confocal imaging revealed that only Mn‐N/C plus H_2_O_2_ treatment resulted in a substantial ROS generation in CT26 tumor cells, indicating the potent catalytic ability of Mn‐N/C in cells utilizing H_2_O_2_ as a substrate (Figure 2G). Validation of ROS levels using flow cytometry consistently indicated a significant elevation in ROS levels within MC38 colon carcinoma cells upon treatment with Mn‐N/C and H_2_O_2_ (Figure 2H), confirming the Fenton‐like reactions facilitated by Mn‐N/C. Additionally, treatment with Mn‐N/C and H_2_O_2_ notably reduced GSH levels in MC38 tumor cells (Figure S2E, Supporting Information), corresponding with the elevation of ROS levels.

We then examined the cell viability by using a CKK8 assay. The results showed that Mn‐N/C or H_2_O_2_ alone had a negligible effect on tumor cell viability, whereas the combined treatment of Mn‐N/C and H_2_O_2_ remarkably decreased the viability of both CT26 and MC38 tumor cells over time (Figure 2I), indicating the potent cytotoxic effects of Mn‐N/C in tumor cells in the presence of H_2_O_2_. To determine the potential induction of immunogenic cell death (ICD) in tumor cells following Mn‐N/C treatment, we analyzed the expression of calreticulin (CRT), a classical ICD marker. Notably, CRT was evidently induced after Mn‐N/C plus H_2_O_2_ treatment, but not expressed in Mn‐N/C alone or H_2_O_2_‐treated cells (Figure 2J). All these data suggested that Mn‐N/C efficiently produced cellular ROS and induced ICD of tumor cells.

### 2.3 Mn‐N/C Inhibits Tumor Growth and Promotes Anti‐Tumor Immunity

Encouraged by the cytotoxic effect of Mn‐N/C at a cellular level, we further assessed its anti‐tumor therapeutic efficacy in CT26 transplanted tumor models. When the tumor size was ≈60 mm^3^, Mn‐N/C solution dissolved in saline (70 mg kg^−1^, 50 µL) was intratumorally injected into the mice every 3 days. We found that Mn‐N/C administration significantly suppressed CT26 tumor growth, reduced the tumor weight, and prolonged mice survival when compared to the untreated (blank group) and saline (vehicle)‐treated mice (**Figure** **3**A–C). As expected, Mn‐N/C exhibited no discernible impact on the cell viability of normal intestinal epithelial cells (IECs) (Figure S3A, Supporting Information). Accordingly, Mn‐N/C administration did not induce any change in the body weight of mice (Figure S3B, Supporting Information). Additionally, histological assessments via H&E staining of vital organs, including heart, liver, spleen, lung, and kidney, revealed that Mn‐N/C treatment did not cause tissue damage (Figure S3C, Supporting Information), affirming the biological safety of Mn‐N/C for in vivo treatment.

**Figure 3:**
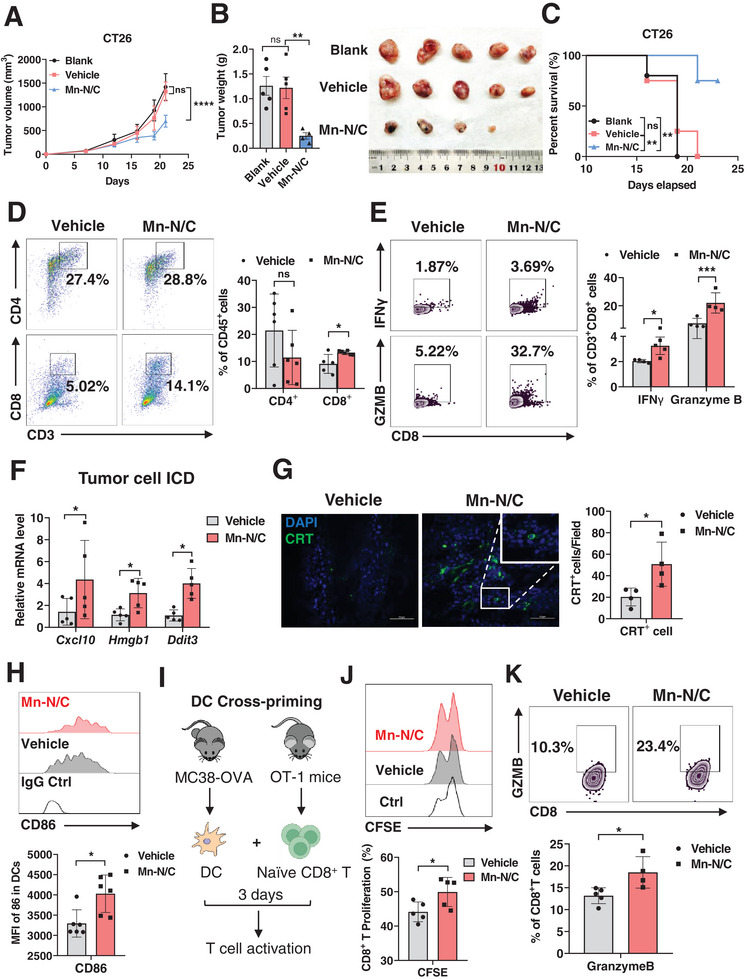
Mn‐N/C inhibits tumor growth and promotes anti‐tumor immunity. A) Tumor growth curve of CT26 in the WT mice intratumorally injected with vehicle, Mn‐N/C, or without treatment (Blank). Data are shown as mean±SEM (*n* = 4–5 mice per group). Two‐way ANOVA (mixed model) and Sidak's multiple comparisons test were performed. B) The images of the tumor mass and tumor weight from CT26 tumor‐bearing mice in blank, vehicle, and Mn‐N/C groups. Data are shown as mean±SEM (*n* = 4–5 mice per group). Two‐tailed unpaired *t*‐test was performed for the comparison between the two groups. C) Kaplan–Meier analysis of mice survival in blank, vehicle, and Mn‐N/C groups as A described (*n* = 4–5 mice per group). D) FACS analysis (left) and quantification (right) of tumor‐infiltrating CD4^+^ and CD8^+^ T cells in the mice treated with vehicle or Mn‐N/C. Data are shown as mean±SEM (*n* = 5–6 mice per group). Two‐way ANOVA and Sidak's multiple comparisons test were performed. E) FACS analysis (left) and quantification (right) of IFNγ^+^ and Granzyme B^+^ of tumor‐infiltrating CD8^+^ T cells in the mice treated with vehicle or Mn‐N/C. Data are shown as mean±SEM (*n* = 4–5 mice per group). Two‐way ANOVA and Sidak's multiple comparisons test were performed. F) Real‐time PCR analysis of *Cxcl10*, *Hmgb1*, *and Ddit3* gene expression levels in the tumor cells (RFP^+^) sorted from MC38‐OVA‐RFP tumor‐bearing mice with vehicle or Mn‐N/C treatment. Data are shown as mean±SEM (*n* = 5). Two‐way ANOVA and Sidak's multiple comparisons test were performed. G) The immunofluorescence (left) and the quantification (right) of CRT in MC38 tumors treated with vehicle or Mn‐N/C. Scale bar, 50 µm. Two‐tailed unpaired *t*‐test was performed for the comparisons between the two groups. H) FACS analysis (above) and quantification (below) of CD86 expression of DCs in the draining lymph nodes from MC38‐OVA‐RFP tumor‐bearing mice treated with vehicle or Mn‐N/C. Data are shown as mean±SEM (*n* = 6 mice per group). Two‐tailed unpaired *t*‐test was performed for the comparisons between the two groups. I) Schematic illustration of the analysis of DC‐cross priming. naïve CD8^+^ T cells purified from OT‐1 mice were co‐cultured with DCs sorted from the draining lymph nodes of MC38‐OVA tumor‐bearing mice with vehicle or Mn‐N/C treatment for 3 days to evaluate T cell activation. J) FACS analysis (above) of CFSE and quantification (below) of T cell proliferation after co‐culturing with DCs for 3 days as I described. Data are shown as mean±SEM (*n* = 4–5 mice per group). Two‐tailed unpaired *t*‐test was performed for the comparisons between the two groups. K) FACS analysis (above) and quantification (below) of Granzyme B^+^ of CD8^+^T cells after co‐culturing with DCs for 3 days as I described. Data are shown as mean±SEM (*n* = 4–5 mice per group). Two‐tailed unpaired *t*‐test was performed for the comparisons between the two groups. ^*^, *p* < 0.05; ^**^, *p* < 0.01; ^***^, *p* < 0.001; ^****^, *p* < 0.0001; ns, no significance

Next, we sought to assess the immune response in the TME upon Mn‐N/C administration. As T cells are the key players in TME,^[^ ^17^ ^]^ we analyzed the T cell infiltration in tumor tissues and observed that the infiltration of CD8^+^T cells was notably increased in Mn‐N/C‐treated tumors when compared to the control tumors (Figure 3D). The infiltration of CD4^+^T cells showed no difference. Furthermore, the cytotoxic function of CD8^+^T cells was enhanced in Mn‐N/C‐treated tumors, as evidenced by elevated production of cytotoxic molecules IFNγ and Granzyme B in the tumor‐infiltrating CD8^+^T cells after Mn‐N/C treatment (Figure 3E). Similarly, in another transplanted colon cancer model established by ovalbumin (OVA)‐expressing MC38 (MC38‐OVA) tumor cells, the intratumoral administration of Mn‐N/C significantly blunted tumor growth (Figure S3D, Supporting Information), augmented CD8^+^T cell infiltration (Figure S3E, Supporting Information) and enhanced the cytotoxic function of CD8^+^ T cells (Figure S3F, Supporting Information). All these data suggested that in vivo treatment with Mn‐N/C promoted CD8^+^ T anti‐tumor immune response.

ICD has been known to initiate CD8^+^T cell‐mediated adaptive immune response, facilitated by the releases of damage‐associated molecular patterns (DAMPs). These DAMPs encompass cell surface exposure of CRT, heat‐shock proteins (HSP70 and HSP90), and high‐mobility group box‐1 (HMGB1).^[^ ^18^ ^]^ To determine whether Mn‐N/C treatment triggers ICD of tumor cells in vivo, we sorted out the tumor cells (RFP^+^) from MC38 tumor‐bearing mice and analyzed the expression of ICD markers including *Cxcl10*, *Hmgb1*, and *Ddit3*. The results showed that mRNA levels of these ICD markers were significantly increased in tumor cells from Mn‐N/C‐treated tumors when compared to those from vehicle‐treated tumors (Figure 3F). Moreover, immunofluorescence staining of CRT within the tumors exhibited a substantial induction after Mn‐N/C treatment (Figure 3G), signifying the induction of ICD in tumor cells by Mn‐N/C treatment in vivo. In addition to DAMPs, ICD also leads to the release of tumor‐associated antigens, which promote dendritic cell (DC) maturation, enhancing cross‐priming and subsequent activation of CD8^+^T cells.^[^ ^19^ ^]^ Indeed, we found that DCs from draining lymph nodes of Mn‐N/C‐treated mice exhibited higher expression of the DC maturation marker CD86 (Figure 3H). To analyze DC cross‐priming, we sorted out DCs (CD11c^+^CD103^+^MHCII^high^) from draining lymph nodes of MC38‐OVA tumor‐bearing mice subjected to Mn‐N/C or vehicle treatment and co‐cultured them with OT‐1 CD8^+^T cells, known to react with the OVA peptide 257–264, for 3 days (Figure 3I). Remarkably, DCs from Mn‐N/C‐treated mice were more potent in stimulating CD8^+^T cell proliferation and Granzyme B production (Figure 3J,K), suggesting that Mn‐N/C treatment augments the cross‐priming capacity of DCs.

Collectively, all these data suggest that Mn‐N/C fosters CD8^+^ T anti‐tumor immunity by inducing ICD in tumor cells.

### 2.4 Mn‐N/C Activates Type I IFN Signaling by cGAS/STING‐Dependent Cytosolic DNA Sensing

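MC38 is a mouse colon carcinoma cell line that forms tumors under the skin of C57BL/6J mice. Tumor pieces were taken from mice injected with vehicle (saline) or with Mn-N/C at 70 mg/kg in 50 µL every 3 days, starting at a tumor volume of 60 mm³, and tumors were collected at 800 to 1000 mm³. The pieces were snap-frozen, RNA was extracted with Trizol and a company sequenced it. The series holds 6 libraries, 3 from vehicle-treated and 3 from Mn-N/C-treated tumors. A piece of this kind mixes tumor cells with immune, stromal and other host cells, so each value is a mean over all of them. For every gene the deposited table gives a whole-number read count and an FPKM value, which the authors made by dividing the count by the gene's length and by the library's total. Only protein-coding genes are listed, 21958 in all, of which 16762 had at least 1 read. The total counts were 18439017, 16385028 and 14988588 in vehicle replicates 1 to 3 and 16647865, 18961134 and 17901813 in Mn-N/C replicates 1 to 3. The submitters' processing notes name HISAT2 2.0 and the mm10 mouse genome. The counting program, the annotation and whether strand was used are not given in the sources used here. The counts, not the FPKM values, were tested, with edgeR's quasi-likelihood test after TMM scaling, over the 12800 genes that its default filter on low counts kept. P-values were adjusted by the Benjamini-Hochberg method over those genes, and log2 fold changes are Mn-N/C over vehicle. Levels are given as CPM (counts scaled by TMM to a common library size), as mean ± SD over 3 libraries. The tests, 30 gene lists (among them interferon responses, antigen presentation, T cells, the ROS pathway and other cell types of a tumor piece) and the rule for the genes to be named were chosen before the data were examined. Each list was tested as a group against all other genes with camera at a preset correlation between genes, and the p was adjusted over the 30 lists. The paper states for its results in general that each stands for 3 or more independent experiments, and neither it nor the labels say whether each of these libraries came from its own animal, so p-values measure the spread between these samples only, which may be technical. The counts of any pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 6.57 to 27.1, so no library was counted as a copy of another. Gene length and GC content moved with the groups. Across genes, which are not independent replicates, the log2 fold change correlated with gene length (Spearman's rho -0.26) and with GC content (rho 0.49). Counts were higher than average for long genes in vehicle replicates 1 and 3 (rho 0.17 and 0.24), and lower in Mn-N/C replicates 1 to 3 (rho -0.20, -0.17 and -0.19), with vehicle replicate 2 at -0.03. Reads of genes encoded by mitochondrial DNA took 0.988%, 0.839% and 1.27% of the counts in vehicle replicates 1 to 3 and 0.767%, 0.783% and 0.858% in Mn-N/C replicates 1 to 3.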

To further elucidate the mechanism underlying the enhanced immune response by Mn‐N/C treatment, we conducted RNA sequencing of MC38 tumors with Mn‐N/C or vehicle treatment. 

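In whole MC38 tumor tissue, genes of MHC class I and peptide loading, which bring antigen peptides to the cell surface for CD8+ T cells, went both ways. Of 24 tested genes, 13 had a higher and 11 a lower mean in Mn-N/C-treated tumors, with a median log2 fold change of 0.01. B2m, the light chain of MHC class I molecules (ENSMUSG00000060802, chromosome 2 from 121978167 to 121983564 as the file gives it), was at 1222 ± 41.6 CPM in vehicle-treated and 1006 ± 59.8 CPM in Mn-N/C-treated tumors (SD, n = 3), a log2 fold change of -0.28 (standard error 0.0735, adjusted p = 0.182 from edgeR's quasi-likelihood test). H2-D1, a heavy chain of MHC class I, was at 1344 ± 91.4 CPM in vehicle-treated and 1342 ± 45.2 CPM in Mn-N/C-treated tumors (adjusted p = 0.993 from edgeR). The log2 fold changes of H2-Q6, H2-Q4 and H2-T10, heavy chains that may share reads with their close relatives, were 1.09 (standard error 0.385), -0.27 (0.0836) and -0.74 (0.219), and that of Calr, the calreticulin of the peptide-loading complex, was 0.16 (0.0964). In edgeR, 0 of the 24 genes passed an adjusted p of 0.05, over all genes or adjusted over the list alone, while at an unadjusted p under 0.05 H2-Q6 was higher and B2m, H2-Q4 and H2-T10 were lower. DESeq2 called B2m lower and no other member. The list as a group had an adjusted p of 0.972 from camera, and an adjusted p = 0.999 with an estimated correlation. Its mean deviation per library on the log2 CPM scale was 0.19, 0.04 and -0.32 in vehicle replicates 1 to 3 and -0.07, 0.19 and -0.04 in Mn-N/C replicates 1 to 3.
Of 10 tested genes of MHC class II presentation, 2 had a higher and 8 a lower mean in Mn-N/C-treated tumors, with a median log2 fold change of -0.29. H2-Aa, an MHC class II chain, had a log2 fold change of -0.55 (standard error 0.329) and Cd74, the invariant chain, -0.39 (0.268). Among 12 tested dendritic cell genes 3 had a higher and 9 a lower mean, and the log2 fold changes of the costimulatory genes Cd80 and Cd86 were -0.04 (standard error 0.348) and -0.06 (0.281). Of 18 tested genes of T cell identity, 8 had a higher and 10 a lower mean. Cd4 was at 2.14 ± 1.75 CPM in vehicle-treated and 2.29 ± 1.54 CPM in Mn-N/C-treated tumors and Cd3e at 0.756 ± 0.609 CPM in vehicle-treated and 0.555 ± 0.616 CPM in Mn-N/C-treated tumors (SD, n = 3). No member of these 3 lists passed in edgeR, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The camera adjusted p was 0.720 for MHC class II, 0.997 for dendritic cells and 0.972 for T cell identity, and the adjusted p = 0.999 with an estimated correlation in each. The dendritic cell list had a median of -0.12 and a mean of -0.09 while the sign of its test was up, and the T cell list a median of -0.03 with a mean of 0.01 and a test sign of up. T cell identity genes were highest in vehicle replicate 1 and Mn-N/C replicate 2, at 0.64 and 0.81 on the log2 scale, against 0.11 and -0.85 in the other vehicle libraries and -0.35 and -0.36 in the other Mn-N/C libraries. The MHC class II list was lower at an adjusted p of 0.0101 from camera without vehicle replicate 3 and of 0.00857 without Mn-N/C replicate 2. Of the 6 fits that each leave out 1 library, these were the only 2 called. The median log2 fold change over the 6 fits was -0.63 to 0.08. Both calls used the preset correlation, where the estimate for this list was 0.878.
Fig. 4A names 7 gene ontology terms, of which 6 held at least 2 tested genes in the annotation of the deposited table. This test was chosen after the data were seen. Antigen processing and presentation had 19 tested genes with a median log2 fold change of 0.07 and an adjusted p of 0.884 from camera over the 6 terms, and MHC class I protein binding had 24 with a median of 0.03 (adjusted p of 0.447). The adjusted p was 0.447 for the MHC class I protein complex (9 genes, test sign down) and 0.907 for the other 3 terms, and with an estimated correlation the adjusted p = 0.961 for every term. Without vehicle replicate 3 the MHC class I protein complex was lower at an adjusted p of 0.00614 from camera, the only call of a term in the fits without 1 library.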

Through functional enrichment analysis, we observed a significant upregulation in the enrichment for antigen presentation and CD8^+^T cell activation pathways in Mn‐N/C‐treated tumors (**Figure** **4**A). Employing Gene Set Enrichment Analysis (GSEA) to evaluate T cell effector signatures, we noted heightened expression of T cell cytotoxic functional markers in Mn‐N/C‐treated tumors (Figure 4B). 

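Cytotoxic genes went both ways in these tumors. Of 27 tested genes of CD8 T cell effector function, 13 had a higher and 14 a lower mean in Mn-N/C-treated tumors, with a median log2 fold change of -0.03. Gzmb, which encodes granzyme B (ENSMUSG00000015437, chromosome 14 from 56496295 to 56499717 as the file gives it), was at 6.6 ± 2.12 CPM in vehicle-treated and 7.52 ± 4.18 CPM in Mn-N/C-treated tumors (SD, n = 3), a log2 fold change of 0.19 (standard error 0.393, adjusted p = 0.821 from edgeR's quasi-likelihood test). Prf1, the pore-forming perforin, was at 5.1 ± 1.7 CPM in vehicle-treated and 7.1 ± 2.15 CPM in Mn-N/C-treated tumors, a log2 fold change of 0.48 (standard error 0.31, adjusted p = 0.401 from edgeR). Zeb2, a transcription factor of effector T cells that myeloid and stromal cells also express, was at 138 ± 29.8 CPM in vehicle-treated and 91.7 ± 7.24 CPM in Mn-N/C-treated tumors, a log2 fold change of -0.59 (standard error 0.146, adjusted p = 0.182 from edgeR).
Gzme and Gzmf, granzymes that may share reads with each other, had log2 fold changes of 0.70 (standard error 0.297) and 0.55 (0.255), Tnf -1.09 (0.629) and Id2 -0.28 (0.131). Cd8a, the CD8 alpha chain, was at 0.807 ± 0.647 CPM in vehicle-treated and 0.684 ± 0.321 CPM in Mn-N/C-treated tumors, and Cd8b1 had too few counts for the test. Ifng, the gene of interferon gamma, had 4, 2 and 0 counts in vehicle replicates 1 to 3 and 0 in each Mn-N/C library, which was too few to test. In edgeR, 0 of the 27 genes passed an adjusted p of 0.05, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 Gzme was higher and Zeb2 lower. DESeq2 called Zeb2 lower and no other member, and so did edgeR without vehicle replicate 2. The list had an adjusted p of 0.972 from camera, whose sign was up where the median and the mean (-0.03) were below 0, and an adjusted p = 0.999 with an estimated correlation.
Ranked by the signal-to-noise ratio, as on the axis of Fig. 4B, the list had a normalized enrichment score of -0.79 (p = 0.788 by 10000 permutations of genes). By the same permutation, the score was 1.69 without vehicle replicate 1 (p = 0.00682), 1.10 without Mn-N/C replicate 1 (p = 0.304) and 0.65 without Mn-N/C replicate 3 (p = 0.967). The permutation gave -0.80 without vehicle replicate 2 (p = 0.770), -1.53 without vehicle replicate 3 (p = 0.0222) and -1.45 without Mn-N/C replicate 2 (p = 0.0427). Effector genes were highest in vehicle replicate 1 and Mn-N/C replicate 2, each at 0.44 above the mean of the 6 libraries on the log2 scale. The other libraries lay at -0.06 and -0.42 (vehicle replicates 2 and 3) and at -0.24 and -0.15 (Mn-N/C replicates 1 and 3). Of 11 tested genes of T cell checkpoints, 2 had a higher and 9 a lower mean, with a median log2 fold change of -0.38. Lag3 was at 3.14 ± 0.375 CPM in vehicle-treated and 2.3 ± 0.448 CPM in Mn-N/C-treated tumors, and Tigit at 1.55 ± 0.636 CPM in vehicle-treated and 2.18 ± 0.388 CPM in Mn-N/C-treated tumors. Of 5 tested NK cell genes, 2 had a higher and 3 a lower mean. No checkpoint or NK cell gene passed in edgeR, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The camera adjusted p was 0.720 for checkpoints and 0.972 for NK cells, each with an adjusted p = 0.999 with an estimated correlation. Without Mn-N/C replicate 2 the checkpoint list was lower at an adjusted p of 0.00863 from camera. Of the 6 fits that each leave out 1 library, it was called in this 1 only. Its median log2 fold change over the 6 fits was -0.63 to 0.05.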

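Genes of the ROS pathway mostly had slightly higher means in Mn-N/C-treated tumors. The list holds enzymes that remove peroxides or keep glutathione and thioredoxin reduced, beside many genes of other functions. Of 47 tested genes of the list, 41 had a higher and 6 a lower mean, with a median log2 fold change of 0.17. Txn1, thioredoxin (ENSMUSG00000028367, chromosome 4 from 57943373 to 57956411 as the file gives it), was at 256 ± 3.17 CPM in vehicle-treated and 304 ± 9.33 CPM in Mn-N/C-treated tumors (SD, n = 3), a log2 fold change of 0.25 (standard error 0.0617, adjusted p = 0.182 from edgeR's quasi-likelihood test). Gpx4, which reduces lipid peroxides, was at 166 ± 10.1 CPM in vehicle-treated and 199 ± 13.4 CPM in Mn-N/C-treated tumors, a log2 fold change of 0.27 (standard error 0.08, adjusted p = 0.182 from edgeR). Prdx1, a peroxiredoxin, was at 435 ± 24.5 CPM in vehicle-treated and 506 ± 12.8 CPM in Mn-N/C-treated tumors, a log2 fold change of 0.22 (standard error 0.069), and Ptpa, an activator of protein phosphatase 2A, had a log2 fold change of 0.28 (0.0902).
The list was higher at an adjusted p of 2.63e-04 from camera, but the adjusted p = 0.999 with an estimated correlation (unadjusted p = 0.138). The rotation test fry gave an adjusted p of 0.453 (unadjusted p = 0.0302). In edgeR, 0 of the 47 genes passed an adjusted p of 0.05, over all genes or adjusted over the list alone, while 13 were higher and 0 lower at an unadjusted p under 0.05. DESeq2 called Txn1 higher and no other member. In 16 genes every Mn-N/C value lay above every vehicle value and in 1, Prnp, below, where 26.4% of all 12800 tested genes did not overlap between the groups and chance gives 10%. The mean deviation of the list was -0.04, -0.01 and -0.14 in vehicle replicates 1 to 3 and 0.05, 0.11 and 0.03 in Mn-N/C replicates 1 to 3 on the log2 CPM scale (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Scores of the cell cycle, mitochondrially encoded and skin keratinocyte lists were also apart between the groups, with the same p from this test. Ranked by the signal-to-noise ratio, as on the axis of Fig. 4C, the list had a normalized enrichment score of 2.11 (p = 8.92e-04 by permutation of genes).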

Considering the substantial presence of H_2_O_2_ within tumors (Figure S4A, Supporting Information) and the reduction in GSH levels following Mn‐N/C treatment (Figure S4B, Supporting Information), we found a predominant increase in gene signatures linked to ROS pathway in Mn‐N/C‐treated tumors (Figure 4C). Interestingly, among the differentially expressed genes, we observed robust upregulation in the transcripts of type I IFN‐stimulated genes (ISGs) in Mn‐N/C‐treated tumors when compared to the control tumors (Figure 4D), indicating that type I IFN signaling was activated in the tumors after Mn‐N/C treatment. 

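Over a list of type I IFN-stimulated genes, most means were lower in Mn-N/C-treated than in vehicle-treated tumors. Of 50 tested genes, 12 had a higher and 38 a lower mean, with a median log2 fold change of -0.22 and a mean of -0.29. Samd9l, an interferon-induced gene with antiviral function (ENSMUSG00000047735, chromosome 6 from 3372257 to 3399572 as the file gives it), was at 16.5 ± 4.7 CPM in vehicle-treated and 7.81 ± 0.688 CPM in Mn-N/C-treated tumors (SD, n = 3), a log2 fold change of -1.08 (standard error 0.224, adjusted p = 0.182 from edgeR's quasi-likelihood test). Rsad2, which encodes the antiviral enzyme viperin, was at 5.29 ± 2.25 CPM in vehicle-treated and 2.24 ± 1.06 CPM in Mn-N/C-treated tumors, a log2 fold change of -1.24 (standard error 0.472, adjusted p = 0.204 from edgeR). Ifitm3, an interferon-induced membrane protein that restricts virus entry, was at 139 ± 24.9 CPM in vehicle-treated and 163 ± 31.4 CPM in Mn-N/C-treated tumors, a log2 fold change of 0.22 (standard error 0.166, adjusted p = 0.47 from edgeR).
Eif2ak2, the RNA-activated kinase PKR, and Dtx3l, a ubiquitin ligase, had log2 fold changes of -0.58 (standard error 0.193) and -0.42 (0.13). Irf7, the transcription factor that amplifies interferon production, was at 9.47 ± 4.71 CPM in vehicle-treated and 8.32 ± 6.26 CPM in Mn-N/C-treated tumors, Isg15 at 4.24 ± 2.29 CPM in vehicle-treated and 4.43 ± 3.47 CPM in Mn-N/C-treated tumors and the chemokine gene Cxcl10 at 18.7 ± 7.91 CPM in vehicle-treated and 18.6 ± 8.03 CPM in Mn-N/C-treated tumors. Reads of the Ifit, Oas and Ifitm families may be shared between paralogs. In edgeR, 0 of the 50 genes passed an adjusted p of 0.05, over all genes or adjusted over the list alone, while 0 were higher and 6 lower at an unadjusted p under 0.05. DESeq2 called Samd9l lower, and edgeR without vehicle replicate 2 called Samd9l and Eif2ak2 lower. The list was lower at an adjusted p of 0.0122 from camera, but the adjusted p = 0.999 with an estimated correlation (unadjusted p = 0.539), and its adjusted p was 0.553 without vehicle replicate 1, 0.0901 without vehicle replicate 2, 0.120 without Mn-N/C replicate 1 and 0.633 without Mn-N/C replicate 3. The median log2 fold change without vehicle replicate 1 was -0.01. Scores of the list per library, as the mean deviation on the log2 CPM scale, were 0.55, 0.19 and -0.27 in vehicle replicates 1 to 3 and -0.37, 0.43 and -0.54 in Mn-N/C replicates 1 to 3. T cell, MHC class II, dendritic cell, fibroblast and endothelial lists were also highest in vehicle replicate 1 and Mn-N/C replicate 2, at 0.33 to 0.81 there and -0.85 to 0.18 in the other libraries.

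**Figure D1:**
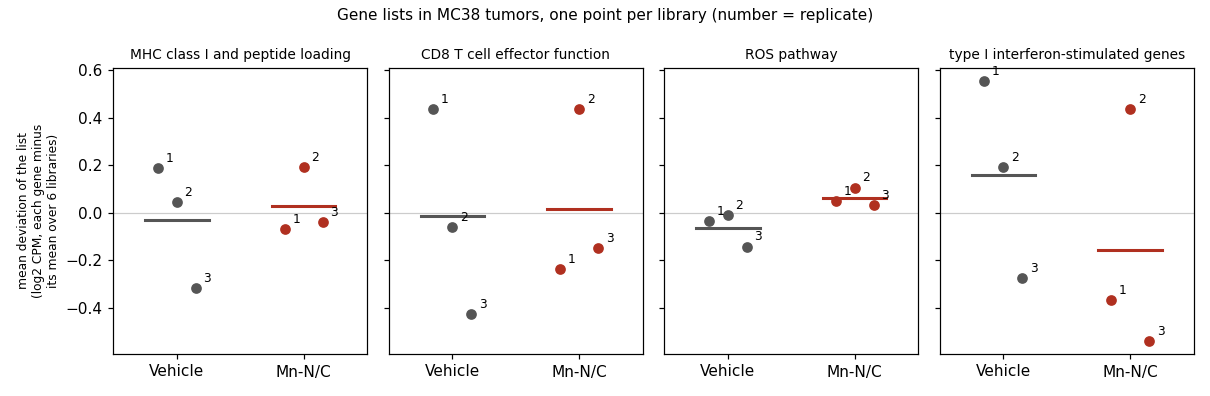
Scores of 4 gene lists in the 6 tumor libraries, 1 panel per list. Each point is 1 library, numbered by replicate, at the mean deviation of the list's tested genes from their mean over the 6 libraries (log2 CPM), and the horizontal bars are group means. ROS pathway scores lie at -0.14 to -0.01 in vehicle and 0.03 to 0.11 in Mn-N/C libraries, whereas the scores of the other 3 lists drawn overlap between the groups. Among the lists not drawn, the scores of the cell cycle, mitochondrially encoded and skin keratinocyte lists also did not overlap (exact permutation test, p = 0.1 each, as for the ROS pathway). With so many lists scored, some are apart by chance, so the gap does not single out the ROS pathway.

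Of the 24 genes drawn in Fig. 4D, 20 had enough counts for the test, and 18 of them had a higher mean in Mn-N/C-treated tumors. The median log2 fold change of the 20 was 0.16. The paper drew these genes as upregulated in the same tumors, so their direction is no independent test. Of the 24, 3 also stand in the list of IFN-stimulated genes (Ifitm3, Ifi204 and Ifi27l2a). In edgeR, 0 of the 20 passed an adjusted p of 0.05, and 1, Ift27, was higher at an unadjusted p under 0.05, at 29.2 ± 1.91 CPM in vehicle-treated and 34.8 ± 0.545 CPM in Mn-N/C-treated tumors (log2 fold change 0.25, standard error 0.0911). No gene of the 20 was called by DESeq2 or by edgeR without vehicle replicate 2. Irf5 and Irf8, transcription factors of myeloid cells, had log2 fold changes of 0.40 (standard error 0.2) and 0.13 (0.229), and Irf3, which acts downstream of STING, 0.11 (0.096). Socs1, an inhibitor of cytokine signaling, had 0.31 (0.289) and Socs3 0.13 (0.138), Ifitm1 0.25 (0.226), Ifitm2 0.26 (0.131), Ifi30 0.33 (0.184), Irf4 0.33 (0.511), Irf2bp1 0.16 (0.0892), Ifrd2 0.25 (0.121), Ifngr2 0.02 (0.0926) and Cxcl12 0.03 (0.59). Ift27, Ift43, Ift52 and Ift140 encode proteins of intraflagellar transport in cilia, and the last 3 had log2 fold changes of 0.16 (0.104), 0.12 (0.0742) and 0.14 (0.104). Over 20 tested genes of intraflagellar transport, which include Ift80 (-0.55) and Ift81 (-0.51), 10 had a higher and 10 a lower mean (camera adjusted p of 0.972, and adjusted p = 0.999 with an estimated correlation), and 0 passed over all genes or adjusted over the list alone. Only Ifi204 (-0.33, standard error 0.486) and Ifi27l2a (-0.02, 0.345) of the 20 had a lower mean. Stat4, Ifitm5, Ifitm6 and Ifitm10 had too few counts to test.
Of 25 tested genes induced by interferon gamma, 4 had a higher and 21 a lower mean, with a median log2 fold change of -0.33 and, for the guanylate-binding protein gene Gbp7, -0.93 (standard error 0.332), the 1 member at an unadjusted p under 0.05. The list had an adjusted p of 0.568 from camera, an adjusted p = 0.999 with an estimated correlation, and 0 genes passed over all genes or adjusted over the list alone. Without vehicle replicate 3 or Mn-N/C replicate 2 it was lower at an adjusted p of 4.51e-06 and 3.82e-06 from camera. Of the 6 fits that each leave out 1 library, these were the only 2 called. The median log2 fold change over the 6 fits was -1.01 to 0.17. Both calls used the preset correlation of 0.01, where the estimate for this list was 0.864, and they were not repeated with an estimated one. Ifnb1, the gene of interferon beta, had 1, 2 and 1 counts in vehicle replicates 1 to 3 and 0 in each Mn-N/C library, and of the listed Ifna genes only Ifna7 had any, 2 in vehicle replicate 3. A count of 0 allows up to 3 counts, or 0.158 to 0.200 CPM in these libraries, as counting error only. Of 14 tested genes of DNA sensing and interferon receptor signaling, 7 had a higher and 7 a lower mean, and 0 passed over all genes or adjusted over the list alone (camera adjusted p of 0.972, and adjusted p = 0.999 with an estimated correlation). Sting1, the receptor that cGAS signals through, was at 49.3 ± 11.2 CPM in vehicle-treated and 57.1 ± 9.73 CPM in Mn-N/C-treated tumors, Cgas at 9.36 ± 0.759 CPM in vehicle-treated and 8.94 ± 0.639 CPM in Mn-N/C-treated tumors and Ifnar1, a chain of the type I interferon receptor, at 94.7 ± 6.13 CPM in vehicle-treated and 93.6 ± 4.06 CPM in Mn-N/C-treated tumors. From higher transcript levels of IFN-stimulated genes among the differentially expressed genes of Fig. 4D, the paper concludes that type I IFN signaling was active in tumors after Mn-N/C treatment.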

Guided by the RNA‐seq data, we further confirmed IFNα/β and ISGs expression in tumor cells. The results revealed that Mn‐N/C plus H_2_O_2_ treatment notably stimulated high expression levels of IFNα, IFNβ, and ISGs including *Irf7*, *Isg15*, and *Cxcl10* in MC38 tumor cells. Conversely, the use of N‐acetylcysteine (NAC), a ROS scavenger, significantly reduced the expression of IFNα/β and ISGs (Figure 4E), indicating that the activated type I IFN signaling was dependent on ROS production mediated by Mn‐N/C.

**Figure 4:**
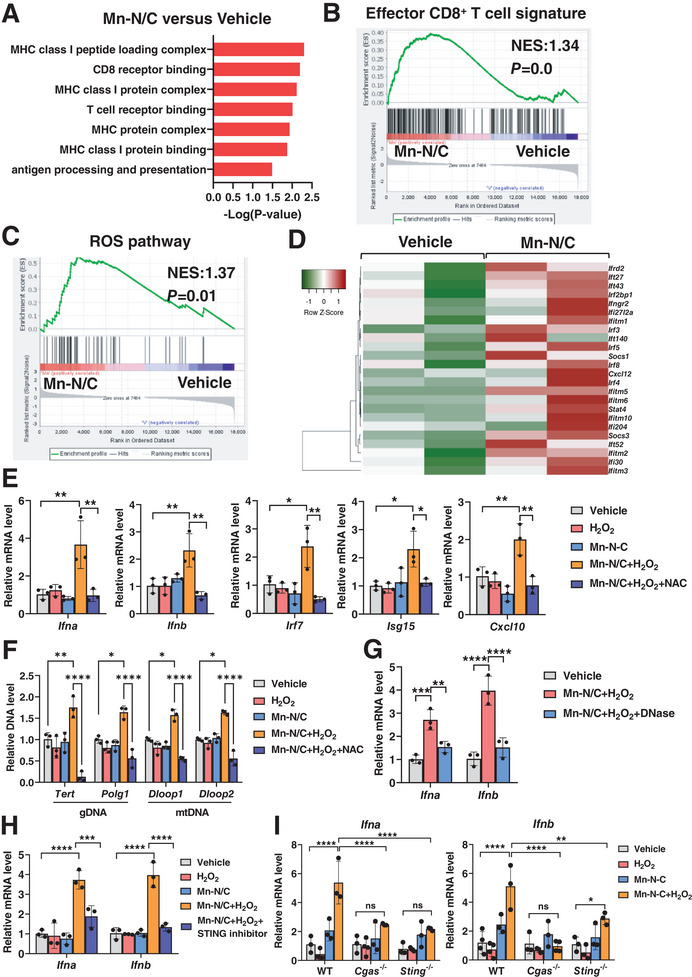
Mn‐N/C activates type I IFN signaling by cGAS/STING‐dependent cytosolic DNA sensing. A) GO enrichment gene analysis of pathways in tumor tissues of MC38‐bearing mice with vehicle or Mn‐N/C treatment. B) GSEA analysis of enrichment of CD8^+^ T cell effector signatures in tumor tissues of MC38 tumor‐bearing mice with vehicle or Mn‐N/C treatment. C) GSEA analysis of enrichment of ROS pathway signatures in tumor tissues of MC38‐bearing mice with vehicle or Mn‐N/C treatment. D) Heatmap of type I IFN gene signatures in tumor tissues of MC38‐bearing mice with vehicle or Mn‐N/C treatment. E) Real‐time PCR analysis of *Ifna*, *Ifnb*, *Irf7*, *Isg15*, *and Cxcl10* gene expression levels in MC38 tumor cells treated with H_2_O_2_, Mn‐N/C, or plus with NAC (1 mm) for 24 h. Data are shown as mean±SEM (*n* = 3). Two‐tailed unpaired *t*‐test was performed for the comparisons between the two groups. F) Cytosolic amount of gDNA and mtDNA in MC38 tumor cells treated with H_2_O_2_, Mn‐N/C, or plus with NAC (1 mm) treatment for 24 h. Data are shown as mean±SEM (*n* = 3). Two‐way ANOVA and Sidak's multiple comparisons test were performed. G) Real‐time PCR analysis of *Ifna* and *Ifnb* expression in MC38 tumor cells treated with Mn‐N/C and H_2_O_2_, or plus with DNase for 24 h. Data are shown as mean±SEM (*n* = 3). Two‐way ANOVA and Sidak's multiple comparisons test were performed. H) Real‐time PCR analysis of *Ifna* and *Ifnb* expression in MC38 tumor cells treated with Mn‐N/C, H_2_O_2_, or plus with STING inhibitor H151 for 24 h. Data are shown as mean±SEM (*n* = 3). Two‐way ANOVA and Sidak's multiple comparisons test were performed. I) Real‐time PCR analysis of *Ifna* and *Ifnb* expression in WT, *Cgas* ^−/−^, *Sting* ^−/−^ MC38 tumor cells treated with H_2_O_2_, Mn‐N/C for 24 h. Data are shown as mean±SEM (*n* = 3). Two‐way ANOVA and Sidak's multiple comparisons test were performed. ^*^, *p* < 0.05; ^**^, *p* < 0.01; ^***^, *p* < 0.001; ^****^, *p* < 0.0001; ns, no significance

Type I IFNs, primarily IFNα/β, can be induced following the recognition of cytosolic DNA by the cGAS‐STING pathway.^[^ ^20^ ^]^ In fact, we observed a high abundance of both mitochondrial DNA (mtDNA) and genomic DNA (gDNA) in the cytosol upon Mn‐N/C plus H_2_O_2_ treatment, whereas NAC robustly eliminated the accumulation of cytosolic mtDNA and gDNA (Figure 4F). Importantly, DNase treatment significantly reduced the production of type I IFNs, suggesting that DNA is required for Mn‐N/C‐mediated induction of type I IFNs (Figure 4G). To identify whether the cGAS‐STING pathway may contribute to Mn‐N/C‐induced type I IFNs production, we pre‐treated MC38 tumor cells with a STING inhibitor (H151) and observed a significant suppression type I IFNs induction upon Mn‐N/C plus H_2_O_2_ treatment (Figure 4H). Accordingly, cGAS and STING deficiency in MC38 tumor cells resulted in the loss of type I IFNs induction upon Mn‐N/C plus H_2_O_2_ treatment (Figure 4I). All these data suggest that Mn‐N/C activates type I IFN signaling through cGAS/STING‐dependent cytosolic DNA sensing.

Of note, Mn^2+^ itself acts as a potent cGAS‐STING activator, significantly enhancing CD8^+^T anti‐tumor immunity.^[^ ^21^ ^]^ Employing inductively coupled plasma mass spectrometry (ICP‐MS), we detected the presence of Mn^2+^ (≈20 nm) in the cell culture supernatant upon Mn‐N/C plus H_2_O_2_ treatment (Figure S4C, Supporting Information). Indeed, 20 nm Mn^2+^ induced a modest elevation of IFNα/β expression. Apparently, Mn‐N/C plus H_2_O_2_ treatment exhibited a greater IFNα/β induction (Figure S4D, Supporting Information), implying a potential coordinated activation of cGAS‐STING signaling by cytosolic DNA and Mn^2+^ released upon Mn‐N/C treatment. Thus, we assume that Mn‐N/C may have advantages over Mn^2+^. To compare the therapeutic efficacy of Mn‐N/C and MnCl_2_, we intratumorally injected MnCl_2_ (at 5 mg kg^−1^ as previously reported) and Mn‐N/C into CT26 tumor‐bearing mice. Remarkably, Mn‐N/C administration demonstrated superior tumor suppression (Figure S4E, Supporting Information) and prolonged mice survival compared to MnCl_2_‐treated mice (Figure S4F, Supporting Information). Moreover, we observed a notable increase in the frequency of CD8^+^T cells and their enhanced cytotoxic activity in mice treated with Mn‐N/C compared to those receiving MnCl_2_ (Figure S4G,H, Supporting Information), suggesting a more robust anti‐tumor immune response elicited by Mn‐N/C.

### 2.5 Type I Interferon Signaling Is Critical for Mn‐N/C‐Mediated Anti‐Tumor Immune Response

Type I IFNs elicit the downstream signaling via binding the surface Interferon Alpha Receptor 1 (IFNAR1) to stimulate the transcription of numerous ISGs.^[^ ^22^ ^]^ To investigate whether type I IFN signaling was critical for Mn‐N/C‐activated immune response, we inoculated MC38‐OVA tumor cells into WT and *Ifnar1^−/−^* mice followed by Mn‐N/C or vehicle administration. We sorted out DCs from the draining lymph nodes of these tumor‐bearing mice and co‐cultured them with OT‐1 CD8^+^T cells to assess DC cross‐priming by analyzing CD8^+^T cell proliferation and cytotoxic function. The results showed that the enhanced DC cross‐priming capacity by Mn‐N/C treatment was diminished in *Ifnar1* ^−/−^ mice (**Figure** **5**A,B). We further determined the CD8^+^T cell immune response in MC38 tumor‐bearing WT and *Ifnar1* ^−/−^ mice after Mn‐N/C administration. Likewise, the improved effects of Mn‐N/C treatment on the infiltration and cytotoxic activity of CD8^+^T cells inside MC38 tumors were eliminated in *Ifnar1* ^−/−^ mice (Figure 5C,D). Importantly, the therapeutic efficacy of Mn‐N/C against tumor growth was absent in *Ifnar1* ^−/−^ mice (Figure 5E–G). All these data suggested type I IFN signaling is critical for Mn‐N/C‐mediated anti‐tumor immune response.

**Figure 5:**
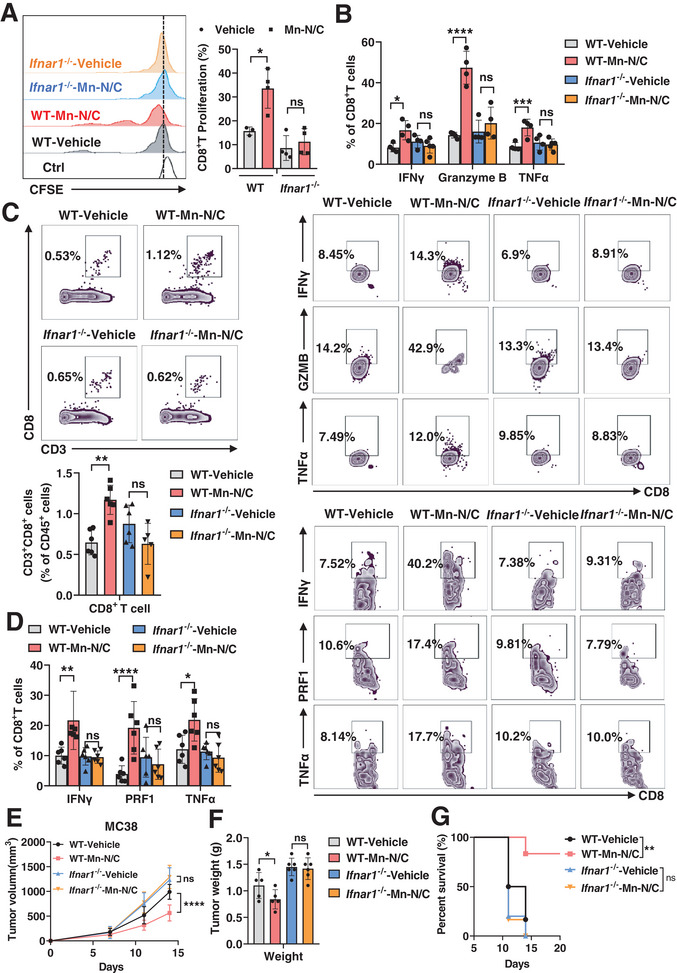
Type I interferon signaling is critical for Mn‐N/C‐mediated anti‐tumor immune response. A) FACS analysis (left) of CFSE and the quantification (right) of OT‐1 T cell proliferation after co‐cultured with DCs sorted from lymph nodes of WT and *Ifnar1^−/−^* MC38‐OVA tumor‐bearing mice with vehicle or Mn‐N/C treatment. Data are shown as mean±SEM (*n* = 4 per group). Two‐way ANOVA and Sidak's multiple comparisons test were performed. B) FACS analysis (below) and the quantification (above) of IFNγ^+^, Granzyme B^+^, TNFα^+^ of OT‐1 CD8^+^ T cells after co‐culture with DCs as A described. Data are shown as mean±SEM (*n* = 4 mice per group). Two‐way ANOVA and Sidak's multiple comparisons test were performed. C) FACS analysis (above) and the quantification (below) of tumor‐infiltrating CD8^+^ T cells in WT and *Ifnar1^−/−^* MC38 tumor‐bearing mice with vehicle or Mn‐N/C treatment. Data are shown as mean±SEM (*n* = 5–6 mice per group). Two‐way ANOVA and Sidak's multiple comparisons test were performed. D) FACS analysis (right) and the quantification (left) of IFNγ^+^, PRF1^+^ (Perforin), TNFα^+^ of CD8^+^ T cells in WT and *Ifnar1^−/−^* MC38 tumor‐bearing mice with vehicle or Mn‐N/C treatment. Data are shown as mean±SEM (*n* = 5–6 mice per group). Two‐way ANOVA and Sidak's multiple comparisons test were performed. E) Tumor growth curve of MC38 in WT and *Ifnar1^−/−^* mice with vehicle or Mn‐N/C treatment. Data are shown as mean±SEM (*n* = 5–6 mice per group). Two‐way ANOVA (mixed model) and Sidak's multiple comparisons test were performed. F) MC38 tumor weight in WT and *Ifnar1^−/−^* mice with vehicle or Mn‐N/C treatment 14 days after tumor cell inoculation. Data are shown as mean±SEM (*n* = 5–6 mice per group). G) Kaplan–Meier analysis of WT and *Ifnar1* ^−/−^ mice survival with vehicle or Mn‐N/C treatment (*n* = 5–6 mice per group). ^*^, *p* < 0.05; ^**^, *p* < 0.01; ^***^, *p* < 0.001; ^****^, *p* < 0.0001; ns, no significance

### 2.6 Combination of Mn‐N/C and PD‐L1 Blockade Synergistically Suppresses Tumor Growth

Type I IFN signaling is shown to be positively correlated with the expression of PD‐L1 checkpoint molecule.^[^ ^23^ ^]^ Indeed, we found that the mRNA expression of PD‐L1 was significantly induced in MC38 tumor cells upon Mn‐N/C plus H_2_O_2_ treatment (**Figure** **6**A). Accordingly, the protein level of PD‐L1 was upregulated following Mn‐N/C plus H_2_O_2_ treatment. Mn‐N/C or H_2_O_2_ alone had no effect on PD‐L1 expression (Figure 6B). However, anti‐IFNAR1 or NAC treatment attenuated the increased expression of PD‐L1, indicating that Mn‐N/C induces PD‐L1 expression through the activation of type I IFN signaling. Moreover, in vivo Mn‐N/C treatment significantly upregulated PD‐L1 expression in tumor cells at both mRNA and protein levels (Figure 6C,D).

**Figure 6:**
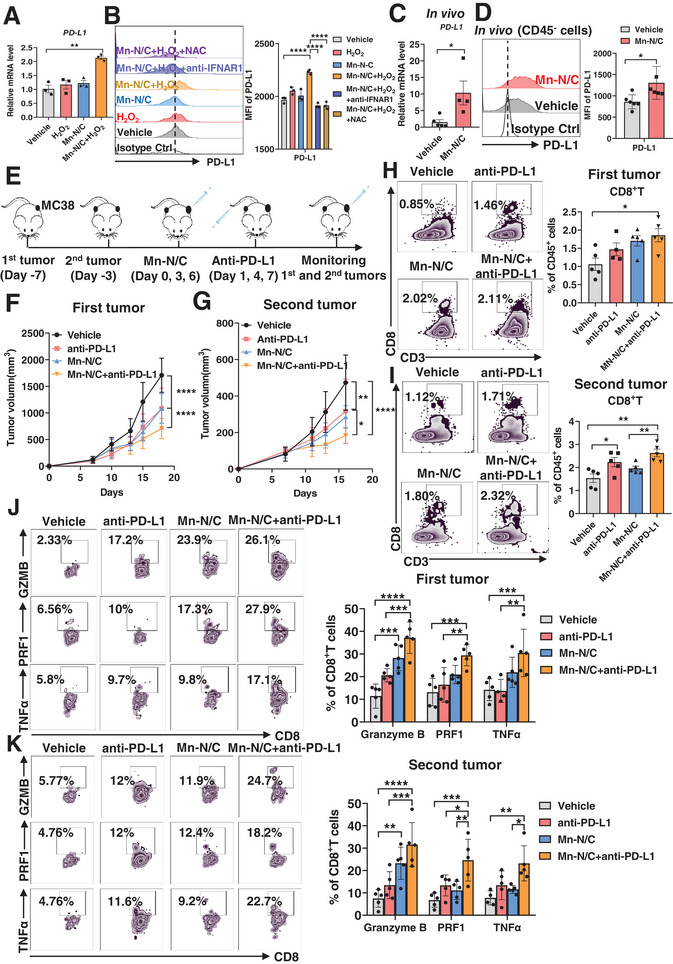
A combination of Mn‐N/C and PD‐L1 blockade synergistically suppresses tumor growth. A) Real‐time PCR analysis of PD‐L1 mRNA expression of MC38 tumor cells treated with H_2_O_2_, Mn‐N/C for 24 h. Quantitative data are shown as mean±SEM (*n* = 3). One‐way ANOVA and Sidak's multiple comparisons test were performed. B) FACS analysis (left) and the quantification (right) of PD‐L1 levels on the surface of MC38 tumor cells treated with H_2_O_2_, Mn‐N/C, or plus with anti‐IFNAR1 antibody or NAC treatment for 24 h. Quantitative data are shown as mean±SEM (*n* = 3). One‐way ANOVA and Sidak's multiple comparisons test were performed. C) Real‐time PCR analysis of PD‐L1 mRNA expression of tumor cells (RFP^+^) sorted from MC38‐OVA tumor‐bearing mice with vehicle or Mn‐N/C treatment. Quantitative data are shown as mean±SEM (*n* = 3). Two‐tailed unpaired *t*‐test was performed for the comparisons between the two groups. D) FACS analysis (left) and the quantification (right) of PD‐L1 levels in CD45^−^ cells from MC38 tumor‐bearing mice with vehicle or Mn‐N/C treatment. Data are shown as mean±SEM (*n* = 6 mice per group). Two‐tailed unpaired *t*‐test was performed for the comparisons between the two groups. E) Schematic illustration of a bilateral model of MC38 tumors subcutaneously implanted on C57BL/6 mice and treated with vehicle or Mn‐N/C, or plus with anti‐PD‐L1 antibody. F,G) Tumor growth curve of the first tumor (F) and the second tumor (G) of MC38 in the WT mice treated as E described. Data are shown as mean±SEM (*n* = 5 mice per group). Two‐way ANOVA (mixed model) and Sidak's multiple comparisons test were performed. H,I) FACS analysis (left) and the quantification (right) of tumor‐infiltrating CD8^+^ T cells in the first tumor (H) and the second tumor (I) of MC38 tumor‐bearing mice treated as E described. Data are shown as mean±SEM (*n* = 5 mice per group). Two‐tailed unpaired *t*‐test was performed for the comparisons between the two groups. J,K) FACS analysis (left) and the quantification (right) of Granzyme B ^+^, PRF1^+^, TNFα^+^ of CD8^+^ T cells in the first tumor (J) and the second tumor (K) of MC38 tumor‐bearing mice treated as E described. Data are shown as mean±SEM (*n* = 5 mice per group). Two‐way ANOVA and Sidak's multiple comparisons test were performed. ^*^, *p* < 0.05; ^**^, *p* < 0.01; ^***^, *p* < 0.001; ^****^, *p* < 0.0001; ns, no significance

PD‐L1 positive tumors are more vulnerable to ICIs.^[^ ^24^ ^]^ We surmise that Mn‐N/C treatment may potentiate the sensitization to PD‐L1 blockade. To test whether the combination of Mn‐N/C and anti‐PD‐L1 could amplify the therapeutic efficacy against tumors, we established a bilateral tumor model by subcutaneously inoculating MC38 tumors on both the left and right flanks of each mouse (Figure 6E). The left and right tumors were designated as the primary and distant tumors respectively. When the tumor size reached ≈60 mm^3^, Mn‐N/C solution was intratumorally injected into the primary tumor at days 0, 3, and 6. Anti‐PD‐L1 was intravenously injected on days 1, 4, and 7. The bilateral tumor sizes were monitored. Notably, Mn‐N/C combined with anti‐PD‐L1 displayed a better therapeutic efficacy in primary tumors in comparison to either Mn‐N/C injection alone or anti‐PD‐L1 monotherapy (Figure 6F). This synergistic efficacy was also evident in the distant tumor (Figure 6G). We further evaluate the immune responses in bilateral MC38 tumors post treatments. We observed a notable increase in the infiltration of CD8^+^T cells in both primary and distant tumors within the combination treatment group (Figure 6H,I). Furthermore, the combination treatment significantly augmented the production of cytotoxic molecules, including Granzyme B, Perforin, and TNFα, in both primary and distant tumor‐infiltrating CD8^+^T cells (Figure 6J,K). All these data demonstrate that the combination of Mn‐N/C and PD‐L1 blockade potentiates CD8^+^T anti‐tumor immune response and synergistically suppresses tumor growth.

## 3 Discussion

Cancer immunotherapy has recently been demonstrated to be effective and important for tumor treatment.^[^ ^25^ ^]^ However, the presence of “cold” tumors, which have limited response to immunotherapy due to immunological ignorance or the interception of T cell activation, results in the low response of immune checkpoint inhibitors (ICIs) in clinical applications.^[^ ^3^, ^26^ ^]^ To enhance the efficacy of ICIs, various treatments are developing to combine with ICIs for potentiating their responses. Tailored to the specific TME that is characterized by mild acidity, H_2_O_2_ overproduction, low catalase activity, and hypoxia,^[^ ^7^, ^27^ ^]^ chemodynamic therapy (CDT) is an emerging therapeutic strategy by catalyzing H_2_O_2_ through Fenton‐like reactions to generate ROS at tumor sites.^[^ ^28^ ^]^ With the rapid development of Fenton and Fenton‐like nanomaterial, CDT has attracted tremendous attention. The Fenton‐like reaction‐mediated CDT strategies are based on some metal elements like iron, copper, manganese, cobalt, et al.^[^ ^4a^ ^]^ In this study we constructed a new promising single‐atom nanozyme Mn‐N/C with extraordinary catalytic activity. Mn‐N/C in situ administration exerts efficient anti‐tumor effects. Importantly, Mn‐N/C enhances anti‐tumor immune response and exhibits synergistic therapeutic effects when combined with anti‐PD‐L1 blockade, suggesting that Mn‐N/C‐mediated CDT could be a novel strategy for improving cancer immunotherapy (**Figure** **7**).

**Figure 7:**
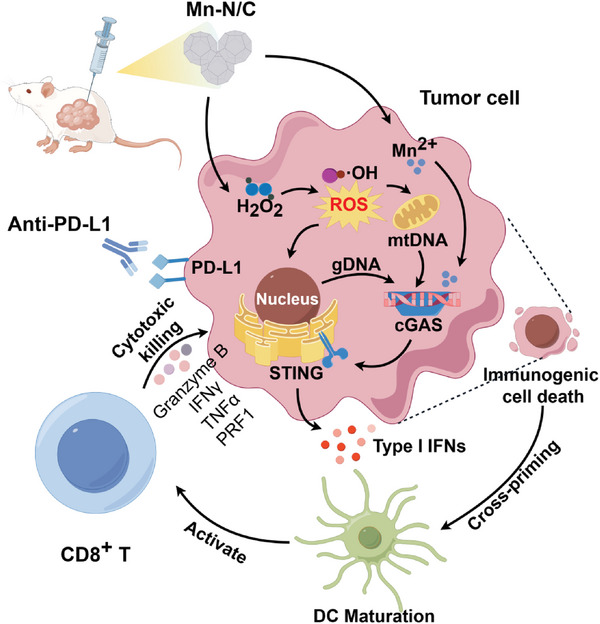
Schematic diagram of Mn‐N/C for activating anti‐tumor immune response. Conceptual and effective mechanisms of Mn‐N/C in triggering immunogenic cell death and remodeling tumor immune microenvironment.

Single‐atom catalysts (SACs) can stabilize individual metal atoms dispersed on a carrier and demonstrate higher catalytic activity and efficiency due to their high atomic utilization and controllable single‐active sites compared to conventional catalysts.^[^ ^29^ ^]^ Therefore, the development of SACs stands as a potent means to initiate biochemical reactions. Manganese, a trace element, is a key cofactor of numerous metalloenzyme, such as Mn superoxide dismutase (MnSOD), glutamine synthetase (GS), pyruvate carboxylase, and arginase. Mn‐based nanozymes have demonstrated various enzyme‐like activities.^[^ ^30^ ^]^ Here we synthesized a Mn‐based SAC (Mn‐N/C) that manifests peroxidase‐like activity, efficiently fostering the production of ROS. The impact of SACs on the tumor immune microenvironment remains largely unexplored. We reveal that Mn‐N/C incudes ICD in tumor cells by ROS and enhances the cross‐antigen presentation of DCs, consequently activating CD8^+^T anti‐tumor immunity. Moreover, we uncover that ROS‐triggered cytosolic DNA sensing by cGAS‐STING stimulates type I IFN signaling, which is critical for Mn‐N/C‐mediated enhancement of DC cross‐priming and subsequent CD8^+^T immune response. In fact, Mn^2+^ itself is a potent activator of cGAS, instigating the production of type I IFNs and bolstering anti‐tumor immunity.^[^ ^21^ ^]^ Following treatment with Mn‐N/C, we detected the presence of Mn^2+^ in the supernatant. The simultaneous release of cytosolic DNA and Mn^2+^ by Mn‐N/C appears to cooperatively activate the cGAS‐STING pathway. Moreover, we observed a superior therapeutic efficacy and more potent anti‐tumor immune response prompted by Mn‐N/C compared to MnCl_2_. Additionally, the synergy between Mn^2+^ and DNA in activating the cGAS‐STING‐IFN signaling cascade may contribute to the advantage of Mn‐based nanozyme over other elements‐based nanozyme. Of note, a PEGylated Mn‐based SAC has been reported to have significant anti‐tumor efficacy through the generation of ROS and photothermal activity.^[^ ^15a^ ^]^ Nevertheless, it remains a possibility that Mn‐N/C possesses photothermal conversion properties, which could potentially contribute to its anti‐tumor effects.

Type I IFNs which mainly include IFNα and IFNβ are important regulators of innate and adaptive immune responses, such as activation of DCs and promoting survival of CTLs.^[^ ^31^ ^]^ Our previous studies have demonstrated that type I IFN signaling is generally deactivated during tumor progression,^[^ ^23^, ^32^ ^]^ suggesting that re‐activating type I IFN signaling would be critical for anti‐tumor immunity. Type I IFNs can be induced following recognition of cytosolic DNA/RNA by host pattern recognition receptors (PRRs) like Toll‐like receptors (TLRs), cGAS, and retinoic acid‐inducible gene I (RIG‐I).^[^ ^33^ ^]^ It is reported that tumor‐derived DNA triggers the production of type I IFNs in CD11c^+^ tumor‐infiltrating DCs through cGAS‐STING pathway, thus priming the CD8^+^ anti‐tumor immune response.^[^ ^34^ ^]^ Our data indicate that the release of cytosolic DNA, including both mtDNA and gDNA triggered by ROS, stimulates the induction of type I IFNs in tumor cells via cGAS‐STING pathway. Of course, DNA released from dead cells may also elicit type I IFN production in immune cells like DCs or macrophages. Type I IFNs may exert their influence on various immune cells, including regulatory T cells (Tregs),^[^ ^35^ ^]^ and myeloid‐derived suppressor cells (MDSCs),^[^ ^36^ ^]^ potentially affecting their functional status. Other potential cellular targets of Mn‐N/C‐induced IFNs in TME and the involved effects may not be excluded.

In this study, we performed RNA sequencing and utilized IFNAR1 deficient mice to demonstrate the dependency of Mn‐N/C‐mediated anti‐tumor immune response on the activation of type I IFN signaling. Moreover, Mn‐N/C treatment induces PD‐L1 expression on tumor cells through activating type I IFN signaling, thereby potentiating the sensitization of PD‐L1 blockade. These findings provide a new clue for enhancing the efficacy of immunotherapy. Certainly, in addition to type I IFN signaling, we cannot rule out the potential involvement of alternative mechanisms underlying Mn‐N/C‐induced immune activation and its synergistic effect when combined with PD‐L1 blockade.

## 4 Conclusion

In summary, we constructed a manganese (Mn)‐based single‐atom nanozyme termed Mn‐N/C, demonstrating efficient peroxidase‐like activity. Mn‐N/C drives a substantial generation of ROS, subsequently inducing ICD in tumor cells and robustly potentiating CD8^+^T anti‐tumor immune response. We further uncover that Mn‐N/C treatment induces the concurrent release of cytosolic DNA and Mn^2+^, orchestrating a coordinated activation of the cGAS‐STING‐IFN signaling cascade. Moreover, type I IFN signaling is essential for Mn‐N/C‐mediated anti‐tumor immune response. Overall, our study offers novel insights poised to augment the efficacy of immunotherapy.

## 5 Experimental Section

### Synthesis and Characterization of Mn‐N/C

Zn(NO_3_)_2_·6H_2_O (1.069 g, 3.6 mmol) was dissolved in 15 mL methanol, into which Mn(acac)_3_ (0.077 g, 0.22 mmol) was added under stirring. After 5 min, 10 mL of methanol containing 2‐methylimidazole (1.161 g, 14.2 mmol) was added and kept under stirring for 5 min. Then, the mixed solution was kept at room temperature for 20 h without stirring. The Mn(acac)_3_@ZIF‐8 solid products were collected by centrifugation, washed four times with methanol, and dried overnight in a vacuum. The powder of Mn(acac)_3_@ZIF‐8 was placed in a tubular furnace and heated to 900 °C under argon gas (200 mL min^−1^) for 3 h at a heating rate of 5 °C min^−1^. After calcination, the samples were cooled to room temperature to obtain Mn‐N/C. Scanning electron microscopy (SEM), transmission electronic microscopy (TEM), energy dispersive spectrometry (EDS), X‐ray diffraction (XRD), and X‐ray photoelectron spectroscopy (XPS) were applied for further characterization.

### Synthesis of MnO_2_ Nanoparticles (NPs)

MnCl_2_ (0.39 g, 3 mm) and KMnO_4_ (0.316 g, 2 mm) were weighed separately and dissolved in distilled water (80 mL). Followed by stirring for 30 min, they were reacted in a reactor for 6 h (160 °C). After that, the reactor was naturally cooled to room temperature, and the MnO_2_ NPs were purified by centrifugation.

### Peroxidase (POD)‐Like Activity

Mn‐N/C (10 µL, 0.2 mg mL^−1^) and 3,3′,5,5′‐tetramethylbenzidine (TMB) (10 µL, 5 mm) were first added to NaAc‐HAc buffer (80 µL, 0.5 mm, pH 4.0) and incubated together for 10 min at 37 °C or the different temperatures ranged from 20 to 80 °C. Then, a given concentration of H_2_O_2_ (10 µL) was added into the solution and kept at 37 °C or the different temperatures ranged from 20 to 80 °C for 10 min. UV–vis spectra were conducted to record the fluctuation. To determine the activity of Mn‐N/C at different pH, various buffer solutions were used. For the pH between 3.6 and 5.6, the NaAc‐HAc buffer was used; For the pH between 6.0 and 7.6, the PB buffer was used; and for the pH between 8.0 and 10.0, the NH_3_‐NH_4_Cl buffer was used.

### MB Degradation by ROS

Mn‐N/C (10 µL, 0, 100, 200, 500, 1000, and 2000 µg mL^−1^) and MB solution (10 µL, 0.01%) were added into NaAc/HAc (pH 4.0, 70 µL). After that, H_2_O_2_ (10 µL, 3 m) was added into the solution and kept at 37 °C for 30 min. Finally, the supernatant was washed by centrifugation, and the absorbance of MB at 660 nm was tested.

### Detection of •OH by Electron Paramagnetic Resonance (EPR)

For EPR detection, 5,5‐Dimethyl‐1‐pyrroline N‐oxide (DMPO) was employed as the •OH trapping agent. Mn‐N/C (1 mg) was added into the NaAc‐HAc buffer (pH 4.0) containing H_2_O_2_ (1.0 mL) and 100 µm DMPO. The above mixture solutions were transferred to a quartz tube for EPR assay after mixing by sonication for 5 min.

### Density Functional Theory (DFT) Calculations

We used the DFT as implemented in the Vienna Ab initio simulation package (VASP) in all calculations. The exchange‐correlation potential was described by using the generalized gradient approximation of Perdew–Burke–Ernzerhof (GGA‐PBE). The projector augmented‐wave (PAW) method was employed to treat interactions between ion cores and valence electrons. The plane‐wave cutoff energy was fixed to 520 eV. Given structural models were relaxed until the Hellmann–Feynman forces were smaller than −0.02 eV Å^−1^ and the change in energy smaller than 10^−5^ eV was attained. The adsorption energy (Eads) was calculated as:

(1) $$E_{\mathrm{ads}}=E\left(\mathrm{system}\right)-E\left(\mathrm{catalyst}\right)-E\left(\mathrm{species}\right)$$

where *E*(system), *E*(catalyst), and *E*(species) were the total energy of the optimized system with adsorbed species, the isolated catalyst, and species, respectively. The Gibbs free energy change was defined as:

(2) ΔG=ΔE+ΔZPE−TΔS

where ΔE was the electronic energy calculated with VASP, ΔZPE, and ΔS were the zero‐point energy difference and the entropy change between the products and reactants, respectively, and *T* was the temperature (298.15 K).

### Cell Culture

MC38, MC38‐OVA, and CT26 mouse colon adenocarcinoma cell lines were kindly provided by Dr. Bin Ma (School of Biomedical Engineering and Medical‐X Research Institute at Shanghai Jiao Tong University). *Cgas^−/−^* MC38 and *Sting^−/−^* MC38 tumor cells were obtained from the laboratory of Dr. Liufu Deng (School of Pharmacy, Shanghai Jiao Tong University). MC38 and MC38‐OVA tumor cells were cultured in DMEM (Gibco), and CT26 cells were cultured in RPMI‐1640 (Gibco) at 37 °C under 5% CO_2_. Both of the culture media were supplemented with 10% fetal bovine serum (FBS, Gibco) and 100 U mL^−1^ penicillin/streptomycin (Gibco). Regular testing was performed to ensure free of mycoplasma contamination.

### Intracellular ROS Imaging

CT26 cells were seeded into 24‐well culture plates and cultured at 37 °C for 24 h. Then, cells were incubated with H_2_O_2_ for 12 h at a concertation of 100 µm. All wells were washed by PBS and then Mn‐N/C (100 µg mL^−1^) was added. After 4 h, the medium was replaced with fresh medium. After 24 h, the cells were washed and incubated with DCFH‐DA for 30 min and stained by Hoechst (1 µg mL^−1^) for another 9 min. Fluorescent imaging of DCFH‐DA was done with 488 nm excitation and 510–540 nm emission. Hoechst was excited with a 405 nm laser with emission collected at 420–460 nm.

### CRT Immunofluorescence Staining

CT26 cells were treated with H_2_O_2_, Mn‐N/C, or Mn‐N/C plus with H_2_O_2_ as described above. After 24 h, cells were gently washed 3 times with serum‐free DMEM, fixed with 4% paraformaldehyde for 15 min at room temperature, and then gently washed 3 times with PBS. The fixed cells were blocked with 200 µL of 5% BSA for 2 h. After that, cells were incubated with primary antibody anti‐CRT (1:100, Abclonal, cat#A1066) over night at 4 °C. After washing, cells were incubated with secondary antibody goat anti rabbit‐FIuor‐647 diluted with 1% BSA (1:1000) for 2 h. The cells were stained by Hoechst (1 µg mL^−1^) for another 9 min using a standard procedure. Finally, samples were imaged by Confocal laser scanning microscopy (CLSM). CRT was excited with a 651 nm laser with emission collected at 667 nm.

For CRT staining of tumors, tumor tissues were frozen in Tissue‐Tek O.C.T. compound and crysectioned into 6 µm sections using Leica CM3050 S Cryostats. The frozen sections were fixed with acetone at −20 °C, then washed with PBS two times. The slides were blocked with 5% goat serum with 1% BSA‐PBS for 1 h at room temperature. After that, the slides were incubated with primary antibody anti‐CRT (1:100) overnight at 4 °C. After washing, cells were incubated with secondary antibody goat anti‐rabbit Alexa Fluor 488 for 1 h at room temperature. After washing 3 times, the sections were mounted with ProLong Gold with DAPI. Fluorescent images were captured using a Leica DM2500 microscope.

### Mice

All mice used in these experiments were six‐ to eight‐week‐old and housed under specific pathogen‐free conditions in the animal facility at Ren Ji Hospital. WT C57BL/6J and BALB/c mice were purchased from Shanghai Slac Laboratory Animal Center. OT‐1 mice were purchased from Shanghai Model Organisms Center. *Ifnar1^−/−^* mice were generously provided by Dr. Chunsheng Dong (Institute of Biology and Medicine, Soochow University). The OT‐1 and *Ifnar1* ^−/−^ mouse colonies were maintained in the animal facility.

### Animal Tumor Models

For the transplanted colorectal tumor model, 1 × 106 MC38 or 2 × 106 MC38‐OVA in 100 µL PBS were subcutaneously injected into the right flank of WT C57BL/6J, or *Ifnar1^−/−^* mice. 1 × 106 CT26 in 100 µL PBS were subcutaneously injected into WT BALB/c mice. When the tumor size reached 60 mm^3^, mice were intratumorally injected with saline (50 µL), MnCl_2_ (5 mg kg^−1^, 50 µL), or Mn‐N/C (70 mg kg^−1^, 50 µL) every 3 days. The tumor volume and mice weight were monitored every 3 days. Tumor volumes were measured along the maximum and perpendicular diameters (a, b) and calculated using the formula V = a × b × b/2. Mice were euthanized, and the tumor tissues were collected until the tumor volume reached 800–1000 mm^3^.

For the bilateral colorectal tumor model, 1 × 106 MC38 tumor cells were subcutaneously injected into the right flank of WT C57BL/6J mice (Day −7). Four days later, 1 × 106 MC38 tumor cells were subcutaneously injected into the left flank of the same mouse (Day −3). Three days after the secondary injection, mice were intratumorally administered with saline (50 µL) or Mn‐N/C (70 mg kg^−1^, 50 µL) every 3 days. The next day after Mn‐N/C treatment, mice received intravenous injection of anti‐PD‐L1 antibody (1 mg kg^−1^, 100 µL) every 3 days. Tumor volumes were measured every 3 days. Mice were euthanized and the tumor tissues were collected until the volume of the first tumor reached 800–1000 mm^3^.

### In Vitro Treatments

When tumor cells reached 80−90% confluence, cells were exposed to culture medium containing Mn‐N/C (100 µg mL^−1^), H2O2 (100 µm), H2O2 (100 µm) plus with Mn‐N/C (100 µg mL^−1^) for 24 h. For DNA depletion, 10 U mL^−1^ of DNase (Sangon, cat#B618252) was added to the culture medium. For ROS scavenging, 1 mm N‐acetylcysteine (NAC) was used as an anti‐oxidant. Other inhibitors including 1 µm STING inhibitor H151 (TargetMol, cat#T5674), or 20 µg mL^−1^ anti‐IFNAR1 neutralizing antibody (BioXCell, cat#BE0241) were added together with Mn‐N/C and H_2_O_2_.

### Inductively Coupled Plasma Mass Spectrometry (ICP‐MS)

MC38 cells were treated with Mn‐N/C (100 µg mL^−1^) plus with H_2_O_2_ (100 µm) for 24 h. After that, the culture medium was collected and centrifugated at 12 000 rpm for 10 min to remove Mn‐N/C material and cellular debris. Subsequently, the supernatant was acquired and underwent assessment for manganese elemental content using an Agilent 7700 Inductively Coupled Plasma Mass Spectrometer.

### Flow Cytometry

To analyze the infiltration of immune cells in TME, tumors were finely minced and incubated in DMEM supplemented with 1 mg mL^−1^ collagenase D (Sigma, cat#C5138) and 100 µg mL^−1^ DNase I, and mechanically and enzymatically dissociated at 37 °C for 1 h. A complete medium with FBS was added to the mixture to terminate digestion, and the mixture was filtered with a 70 µm cell strainer, washed with PBS once, and resuspended with 1% BSA‐PBS containing 1 mm EDTA. For the analysis of DCs in the draining lymph nodes, the lymph nodes were gently squeezed and passed through a 70 µm cell strainer. After washing with PBS, the cells were resuspended in 1% BSA‐PBS containing 1 mm EDTA.

For the cell surface marker staining, the isolated cells were incubated on ice with anti‐mouse CD16/32 antibody (Biolegend, cat#101 302) for 15 min to block non‐specific binding of Fc receptors. The cells were then stained with antibodies anti‐CD45 APC/Cyanine7 (Biolegend, Clone30‐F11, cat#103 115), anti‐CD3‐FITC (Biolegend, Clone17A2, cat#100 203), anti‐CD3‐APC (Biolegend, Clone17A2, cat#100 206), anti‐CD4‐APC (Biolegend, CloneGK1.5, cat#100 411), anti‐CD8‐PE (Biolegend, CloneYTS156.7.7, cat#126 607), anti‐CD8‐PerCP/Cyanine5.5 (Biolegend, CloneYTS156.7.7, cat#126 609), anti‐PD‐L1‐PE (Biolegend, Clone10F.9G2, cat#124 307) antibody or anti‐CD45‐APC/Cyanine7 (Biolegend, Clone30‐F11, cat#103 115), anti‐CD11c‐Bv510 (Biolegend, CloneN418, cat#117 337), anti‐I‐1/I‐E‐Alexa Fluor 700 (Biolegend, CloneM5/114.15.2, cat#107 621), anti‐CD103‐PE/Cyanine7 (Biolegend, Clone2E7, cat#121 425), and anti‐CD80‐PE (Biolegend, Clone16‐10A1, cat#104 707), anti‐CD86‐Brilliant Violet 650 (Biolegend, CloneGL‐1, cat#105 035) antibodies on ice for 30 min. After washing with PBS, the cells were resuspended in FACS buffer containing DAPI (1:2000) and incubated for 10 min. Cell acquisition was performed using the LSR Fortessa flow cytometer (BD Biosciences), and the data were analyzed using Flowjo software (Tree Star).

For the intracellular staining of CD8^+^ T cells, a total of 1 × 106 cells were incubated with Cell Stimulation Cocktail (eBioscience, cat#00‐4970‐93) and BrefeldinA (eBioscience, cat#88‐8823‐88) for 6 h, and stained with anti‐CD45‐APC/Cyanine7 (Biolegend, Clone30‐F11, cat#103 115), anti‐CD3‐APC (Biolegend, Clone17A2, cat#100 206), and anti‐CD8‐PE (Biolegend, CloneYTS156.7.7, cat#126 607), or anti‐CD8‐PerCP/Cyanine5.5 (Biolegend, CloneYTS156.7.7, cat#126 609) antibodies for 30 min. After washing with PBS, the cells were fixed with fixation buffer (eBioscience, cat#88‐8823‐88) for 30 min. Cells were stained with anti‐IFN‐γ‐AF700 (Biolegend, Clone XMG1.2, cat#505 823), or anti‐IFN‐γ‐APC/cyanine5.5 (Biolegend, Clone XMG1.2, cat#505 849), anti‐Granzyme B‐Percp/Cyanine5.5 (Biolegend, Clone QA16A02, cat#372 211), anti‐TNFα‐PE (Biolegend, Clone MP6‐XT22, cat#506 305), anti‐Perforin‐Pacific Blue (Biolegend, Clone S16009A, cat#154 311) antibodies diluted in permeabilization buffer for 30 min. Cell acquisition was performed using the LSR Fortessa flow cytometer (BD Biosciences), and the data were analyzed using Flowjo software (Tree Star). The gating strategies for flow cytometry are shown in Figure S5 (Supporting Information).

### DCs Cross‐Priming Assay

CD103^+^ DCs (MHCII^hi^CD11c^+^CD103^+^) were sorted out from draining lymph nodes of MC38‐OVA tumor‐bearing mice after one‐time Mn‐N/C injection and co‐cultured with OT‐1 CD8^+^T cells at a ratio of 1:10 for 3 days. T cells were labeled with 2.5 mm CFSE, and the CFSE levels of CD8^+^T cells were analyzed by FACS. The cytotoxic function of CD8^+^T cells was assessed by intracellular staining of IFNγ, Granzyme B, and TNFα by FACS.

### ROS Detection

The tumor cells were exposed to a culture medium containing Mn‐N/C (100 µg mL^−1^), H2O2 (10 µm), H2O2 (10 µm) plus with Mn‐N/C (100 µg mL^−1^) for 24 h. CellROX (Beyotime, cat#S0033M) was added to the samples at a final concentration of 10 µm and incubated at 37 °C for 20 min. The samples were prevented from light and promptly analyzed by FACS using FITC excitation.

### H_2_O_2_ Detection

Freshly obtained tumor tissues were homogenized at a ratio of 100 µL of lysis solution per 20 mg of tissue. The homogenates were centrifuged at 4 °C for ≈12 000 g for 3–5 min. The supernatant was taken for subsequent measurement. H_2_O_2_ concentration was measured by using an H_2_O_2_ detection kit (Beyotime, cat#S0038).

### GSH Measurement

The glutathione (GSH) contents in cell and tumor tissues were determined using a GSH and GSSG (oxidized glutathione disulfide) assay kit (Beyotime, cat#S0053) following the manufacturer's instructions.

### Quantitative Reverse Transcription PCR

Total RNA was extracted from the samples using Trizol (TIANGEN) following the manufacturer's instructions. The extracted RNA was subjected to reverse transcription using HiScript III RT SuperMix (Vazyme, cat#R333‐01) to generate complementary DNA. Real‐time PCR was performed using SYBR Green Master Mix (Vazyme, cat#Q121‐02). The gene expression levels were determined by calculating the cycle threshold (Ct) set within the linear range of DNA amplification. The relative expression was calculated using the cycle threshold method (2^−ΔΔCt^), with normalization to a housekeeping gene (*gapdh*). The primer sequences used can be found in Table S1 (Supporting Information).

### Detection of Cytosolic DNA

Following a 24‐h treatment with vehicle or Mn‐N/C, tumor cells were subjected to the extraction and detection of total DNA and cytosolic DNA as described.^[^ ^37^ ^]^ In brief, the treated cells were harvested and split into two equal aliquots. One aliquot was used as a normalization control for total mtDNA and gDNA. The pellet was resuspended in a solution containing 500 µL of 50 mm NaOH and boiled for 30 min to dissolve the DNA. 50 µL of 1 m Tris‐HCl (pH 8.0) was added to neutralize the pH and then centrifuged at 12 000 rpm for 10 min to remove intact cells. The other aliquot was resuspended in a cytoplasmic extraction buffer containing 150 mm NaCl, 50 mm HEPES (pH 7.4), and 20 mg mL^−1^ digitonin (Sigma, cat#300 410). The suspension was gently incubated for 10 min to permeabilize the plasma membrane, followed by centrifugation at 980 g for 3 min × 3 times. Lastly, the cytosolic supernatants were transferred to fresh tubes and centrifuged at 9000 g (maximal speed of the centrifuge) for 10 min to remove any cellular debris, yielding the pure cytoplasmic supernatant. DNA from the two equal aliquots was isolated using the QuickPure DNA MiniPrep Kit (Vazyme, cat# DC112). Quantitative real‐time PCR was performed using gDNA primers (*Tert* and *Plog1*) and mtDNA primers (*Dloop1* and *Dloop2*). The Ct values obtained from the total cell extracts were used as the normalization controls.

### RNA Sequencing

The MC38 tumor‐bearing mice with vehicle or Mn‐N/C treatment were anesthetized. The tumor tissues were harvested and snap‐frizzed in liquid nitrogen. RNA from tumor tissues was extracted using Trizol. RNA sequencing was conducted by the Novel Bio Bio‐Pharm Technology Co., Ltd. 

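In edgeR with all 6 libraries, no single gene passed the adjustment for the number of genes tested in MC38 tumors, while DESeq2 called 687. The genes named here have the smallest p-values among those whose 3 Mn-N/C values all lay above or all below the vehicle values. Selenoh, a nuclear selenoprotein (ENSMUSG00000076437, chromosome 2 from 84499559 to 84501114 as the file gives it), was at 51.2 ± 4.35 CPM in vehicle-treated and 75.3 ± 1.28 CPM in Mn-N/C-treated tumors (SD, n = 3), a log2 fold change of 0.55 (standard error 0.0835, adjusted p = 0.182 from edgeR's quasi-likelihood test). Bcl6, a transcriptional repressor, was at 51 ± 1.89 CPM in vehicle-treated and 34.4 ± 2.26 CPM in Mn-N/C-treated tumors, a log2 fold change of -0.57 (standard error 0.085, adjusted p = 0.182 from edgeR).
On the higher side, Mrpl20, a mitochondrial ribosomal protein, had a log2 fold change of 0.50 (standard error 0.081), Chchd6 and Uqcc2, which take part in cristae formation and in assembly of respiratory complex III, 0.60 (0.102) and 0.45 (0.0791), and Tk1, thymidine kinase of dividing cells, 0.47 (0.0854). Tuba4a, an alpha tubulin, had 0.51 (0.0929), Ccsap, a centriole and spindle protein, 0.48 (0.0874), Nt5dc2 0.47 (0.0852), and Tpm1, a tropomyosin, 0.41 (0.0767). Cnn1, the calponin of smooth muscle, was at 0.247 ± 0.132 CPM in vehicle-treated and 1.83 ± 0.651 CPM in Mn-N/C-treated tumors, a log2 fold change of 2.89 (standard error 0.532). On the lower side, Snai2, a transcription factor of mesenchymal cells, had -1.02 (standard error 0.182), Casp4, an inflammatory caspase, -1.26 (0.249), Kdm7a, a histone demethylase, -0.99 (0.196), and Sox4, a transcription factor, -0.50 (0.102). The other 5 lower genes were Zfp36l1 (-0.37), Utrn (-0.46), Hs6st1 (-0.45), Sntb2 (-0.38) and Phf21a (-0.38). All 20 genes had an adjusted p of 0.182, the smallest value reached.
Of 12800 genes, edgeR called 0 at an adjusted p under 0.05, and so 0 at the added log2 fold change over 1.8. At an unadjusted p under 0.05 there were 2682 genes, 1257 higher and 1425 lower, where 640 would be reached by chance, and 9 of them had an absolute log2 fold change over 1.8, 3 higher and 6 lower. The 3 were Cnn1, Actg2, a smooth muscle actin (2.28), and Msx3 (2.98), the last 2 chosen after their values were seen. In 3373 genes, 26.4%, the groups did not overlap, where chance gives 10%. DESeq2 called 687 genes at an adjusted p under 0.05, 275 higher and 412 lower, and 0 of these over 1.8. limma on the FPKM values called 0 with the filter on low values and 1, Gm11042, without it. Without vehicle replicate 2, edgeR called 583 genes, 326 higher and 257 lower, of which 353 were also called by DESeq2 and 3 were over 1.8 in size, Cnn1 (3.31), Lars2 (1.93) and mt-Nd5 (-1.90). It called 0 without any other single library. Counts of long genes were above average in vehicle replicates 1 and 3 (rho 0.17 and 0.24) and below it in all Mn-N/C libraries (-0.20 to -0.17). Leaving out vehicle replicate 2 (-0.03) widens this split between the groups, and no correction for it was run on that fit. The 20 genes with the smallest p were also chosen without correction, while log2 fold changes over all genes followed gene length (rho -0.26) and GC content (0.49).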

Differentially expressed genes were identified with a log‐fold change>1.8 and false discovery rate (FDR)<0.05. Gene functional enrichment analysis was conducted using GSEA. The expression changes in mouse transcriptome data were evaluated using log_2_FC expression. The extent of enrichment and statistical significance were measured using a normalized enrichment score (NES) and false discovery rate (FDR), respectively. The heat map was generated through the analysis of normalized expression data by log‐transformation. The color mapping was set to a red‐green color scheme, where red indicates upregulation and green represents downregulation.

### Data Availability

RNA‐sequencing data that support the findings of this study have been deposited into the Gene Expression Omnibus (GEO) under accession code GSE249852.

### Statistical Analysis

All presented results represent at least three independent experiments. The number of samples (*n*) for each panel was described in detail. No statistical method was used to determine the sample size in advance. Data are presented as mean ± SEM. Statistical analysis was performed using GraphPad Prism 9.0 software. A two‐tailed unpaired Student's *t*‐test was used for comparisons between the two groups. Multiple comparisons were performed using one‐way analysis of variance (ANOVA) or two‐way ANOVA, followed by Sidak or Tukey's test. Repeated‐measures two‐way ANOVA (mixed model) followed by Sidak's multiple comparisons test was used for the analysis of the tumor growth curve. The Kaplan–Meier curves were used to depict the survival function from lifetime data for mice (a tumor size of ≈700 mm^3^ was set as the endpoint). The long‐rank test or Gehan–Breslow–Wilcoxon test was used to analyze the differences between the groups. Statistical significance was denoted with ^*^(*p* < 0.05), ^**^(*p* < 0.01), ^***^(*p* < 0.001), ^****^(*p* < 0.0001) in the figures.

### Study Approval

All the animal studies were approved by the Animal Care and Use Committee at Renji Hospital, Shanghai Jiao Tong University School of Medicine (RJ2023‐137A).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

W.Q. and J.C. contributed equally to this work. J.G., Y.Y., and D.Y. conceived the study and designed the research. W.Q., J.C., H.Z., C.H., S.D., and H.L. performed the experiments. D.Y. provided critical expertise and resources. J.G. and Y.Y. interpreted data. J.G., Y.Y., and W.Q. wrote the manuscript. All the authors discussed and read the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

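RNA of whole MC38 tumor pieces from mice given vehicle or Mn-N/C was measured in 6 libraries, 3 per group. The read counts per gene are whole numbers that the authors deposited without normalization, and replicates were not pooled. The FPKM values were made by the authors from these counts, and dividing each count by the gene's length and its FPKM gives back 1 total per library that equals the sum of its counts to within 2 to 16 reads. The submitters' processing notes name HISAT2 2.0 and mm10 with no role or order, and the counting program, strand setting and annotation are not given in the sources used here. The coordinates are printed as the file gives them, and the build behind them is not named in the file. Of 21850 genes of the file that also stand in the GRCm38 annotation used here, 2.293% had equal start and end, so the coordinates are not those of that annotation, and none was converted. The file lists protein-coding genes, and 51 of them carry no symbol.
Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with default settings, glmQLFit and glmQLFTest with the group as the only term), over the 12800 genes kept. The common biological coefficient of variation was 0.165. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and a second count added an absolute log2 fold change over 1.8, as the paper's methods set a log-fold change and go on to state changes as log2. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with p-values adjusted over 30 lists, and again with an estimated correlation and with fry, whose directional p asks whether a list's genes move on balance one way and does not compare them with other genes. GSEA was run with fgsea 1.28.0 on genes ranked by the signal-to-noise ratio with 10000 permutations. The lists were written from general knowledge, since the paper does not give the members of its gene sets, and the ROS list follows the hallmark set as remembered. A list's score in a library is the mean over its tested genes of the deviation from the gene's mean over the 6 libraries in log2 CPM. Groups of scores were compared with a two-sided exact permutation test, whose smallest p is 0.1 for 3 against 3.
The genes named are those drawn in Fig. 4D or measured by another assay in the paper, the 10 genes per direction with the smallest p among genes whose groups did not overlap (the rule asked first for genes past the adjusted threshold, and there were 0 in edgeR, with 2682 at an unadjusted p under 0.05 and 687 called by DESeq2), and of each list up to 4 members with the smallest p and the member with the highest mean. Genes without a symbol or named Gm plus a number or ending in Rik were passed over among the 20 genes with the smallest p. Genes outside this rule are marked where they appear.
The test was checked on simulated counts drawn from the means and totals of the 6 libraries over 12800 genes, with 50 genes changed at each of 4 sizes. The changed genes were drawn only from those with a mean over 1 CPM. It called 21 of 50 genes changed 1.5-fold, 36 of 50 at 2-fold, 48 of 50 at 4-fold and 49 of 50 at 8-fold, with 11 calls among unchanged genes. These shares do not cover genes below that level, such as Cd8a and Cd3e. They need not hold for real genes, which do not vary independently. The camera test detected a simulated list of 47 genes shifted by 0.18 on the log2 scale at the threshold of 0.05, and 1 of 100 unshifted lists had a p under 0.05 (simulated genes vary independently, unlike real ones). The totals of 14988588 to 18961134 reads set the precision of low genes. A count of 0 allows up to 3 counts, which is 0.158 to 0.200 CPM, as counting error only.
The alternatives were DESeq2 1.42.0, RLE scaling, no filter on low counts, limma on log2(FPKM + 1) over genes with FPKM of at least 1 in at least 3 libraries and with other pseudocounts, filters, scalings, priors and weights, the replicate number as a block, each library left out, and corrections added after the data were seen, in which each library's trend of counts on gene length or GC content (a loess curve with a span of 0.5) or the mean score of 4 host cell lists was removed. GC content had a value for 12783 of the 12800 genes. The other experiments of the paper (PCR, cytometry, staining, cultured or sorted cells) have no values in the file and were not analysed here. The heatmap of Fig. 4D draws 2 columns per group, and its colors came closest to vehicle replicates 2 and 3 with Mn-N/C replicate 2 and either other Mn-N/C library (mean r 0.818 and 0.814, against 0.664 or less for every choice with vehicle replicate 1). As the match was under the r of 0.9 set for taking a choice, all 6 libraries were used.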

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

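The corrections for gene length and GC content named in this part were chosen after the results were seen, and the lists and left-out libraries were not. Besides the 4 lists behind the paper's conclusions, 5 of the other 26 lists, which the paper does not test as groups, passed camera at an adjusted p under 0.05, and in each the adjusted p = 0.999 with an estimated correlation and 0.208 to 0.996 with fry. After adjustment all 30 lists share that 0.999. The unadjusted p with an estimated correlation was 0.0523 for the cell cycle and 0.206 to 0.340 for the others called. The unadjusted p from fry was 0.00693 for the cell cycle and 0.0966 to 0.269 for the others. Genes of the cell cycle were higher in Mn-N/C-treated tumors (adjusted p = 1.32e-07 from camera, median log2 fold change 0.23, 22 of 27 higher and 5 lower), with Aurka at 91.2 ± 8.98 CPM in vehicle-treated and 121 ± 3.17 CPM in Mn-N/C-treated tumors (SD, n = 3), Mcm2 at 0.45 on the log2 scale (standard error 0.105), Rrm2 at 0.38 (0.0805), Ube2c at 0.43 (0.0887) and the abundant Top2a at -0.19 (0.126). In edgeR 0 of its genes passed over all genes and 15 higher and 0 lower when adjusted over the list alone, the list was called in 20 of 22 alternatives set in advance, and its adjusted p was 1.83e-11 to 3.86e-05 over the fits without 1 library.
Genes encoded by mitochondrial DNA were lower (adjusted p = 4.41e-04 from camera, median -0.41, 10 of 10 lower), with mt-Nd5 at 511 ± 269.8 CPM in vehicle-treated and 175 ± 5.08 CPM in Mn-N/C-treated tumors and mt-Co1 at 6678 ± 1153 CPM in vehicle-treated and 5378 ± 377 CPM in Mn-N/C-treated tumors, and mt-Nd5 the only member called in edgeR when adjusted over the list alone (0 over all genes). After the correction for GC content its adjusted p was 0.990, because the median moved from -0.41 to 0.02, and without that correction it was 5.06e-13 to 0.0101 over the fits without 1 library (called in 20 of 22 alternatives). The median over those fits was -0.51 to -0.21. Vehicle replicate 2 had a list score of -0.20, near the Mn-N/C libraries (-0.23, -0.29 and -0.24), against 0.27 and 0.70 in vehicle replicates 1 and 3. Targets of NRF2, the regulator of antioxidant genes, were higher (adjusted p = 0.0105 from camera, median 0.18, 18 of 24 higher), with Tkt at 0.29 (standard error 0.0846) and Taldo1 at 0.22 (0.0702), and the adjusted p was 0.156 without vehicle replicate 1, 0.0708 without Mn-N/C replicate 1 and 0.0704 after the correction for gene length (median 0.18), 0.147 with limma and quantile normalization and 0.344 in GSEA (called in 16 of 22 alternatives). Some NRF2 targets also stand in the ROS pathway list, among them Txn1 and Prdx1. The list of ER stress and damage signals was lower as a group (adjusted p = 0.0201 from camera, median -0.22, 15 of 23 lower), with Atf3 at 30.1 ± 7.12 CPM in vehicle-treated and 17.5 ± 4.66 CPM in Mn-N/C-treated tumors, Dnajb9 at -0.53 (standard error 0.125) and Herpud1 at -0.31 (0.0871). Among members that the paper measured, Ddit3 was at -0.69 (standard error 0.235), while Hmgb1 at 0.01 (0.0843) and Calr at 0.16 (0.0964) were not lower. These values are RNA of whole tumors, whereas the paper measured Ddit3 and Hmgb1 by PCR in sorted tumor cells and calreticulin by staining. The camera adjusted p of the list was 0.0590 without vehicle replicate 3, 0.0833 without Mn-N/C replicate 2 and, with limma on FPKM, 0.0553, 0.0549 and 0.0550 at pseudocounts of 1, 0.1 and 0.5, 0.0584 with upper-quartile scaling, 0.0809 without the trend and 0.0924 with array weights (called in 12 of 22 alternatives). Adipocyte genes were lower (adjusted p = 0.0201 from camera, median -1.04, 10 of 11 lower), with Plin4 at 9.73 ± 6.36 CPM in vehicle-treated and 3.66 ± 0.215 CPM in Mn-N/C-treated tumors and Cfd at 7.09 ± 8.86 CPM in vehicle-treated and 1.16 ± 0.63 CPM in Mn-N/C-treated tumors, and the adjusted p was 0.464 without vehicle replicate 1, 0.139 without Mn-N/C replicate 3, 0.667 with DESeq2, 0.119 with the replicate number as a block and 0.0512 to 0.803 over the 9 fits of limma on FPKM (called in 7 of 22 alternatives). In edgeR 0 genes of the NRF2, ER stress and adipocyte lists passed, over all genes or adjusted over the list alone.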

How the results depend on the processing

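The corrections for gene length, GC content and host cells, the choices of 2 libraries per group and 2 fits with 1.8 read as a fold were added after the data were seen, and the other alternatives were not. The depth of these libraries limits genes near the floor, such as Ifng and Ifnb1, and the list calls rest on the preset correlation of camera, since with an estimated one the adjusted p was 0.999 for the ROS pathway and for IFN-stimulated genes. The use of only the libraries drawn in Fig. 4D was not run for the tests, because the best match of its colors (mean r 0.818 for vehicle replicates 2 and 3 with Mn-N/C replicates 1 and 2) was 0.0036 above the next (the same with Mn-N/C replicates 2 and 3), where 0.9 and a lead of 0.1 were needed. Both leave out vehicle replicate 1, whose best choice reached 0.664, and means over every choice were taken for the genes of Fig. 4D and the IFN-stimulated genes only. Of 185 tested genes named by the rule, 134 kept the sign of their log2 fold change in each of the 22 fits of genes that tested them, and 51 did not. Low genes were not tested in every fit. None of the 185 was called in edgeR with all libraries. Of the 4 lists behind the paper's conclusions, the ROS pathway list was higher in each of 22 alternatives set in advance and called in 20, and the list of IFN-stimulated genes was lower in each and called in 10. The cause of the changes was not tested.
The number of genes at an adjusted p under 0.05, 0 in edgeR (2682 at an unadjusted p under 0.05), was 687 with DESeq2, 1 with limma on log2(FPKM + 1) without a filter, and 0 to 583 over the fits without 1 library, with 583 without vehicle replicate 2. With a log2 fold change over 1.8 it was 0 to 3 over those fits and 9 at an unadjusted p. Reading 1.8 as a fold cannot change the 0 of edgeR with all libraries. With that reading, a combination added after the data were seen, DESeq2 called 41 genes, 0 higher and 41 lower. In edgeR without vehicle replicate 2, 93 genes were called, 4 higher and 89 lower.
The adjusted p of the IFN-stimulated genes was 0.102, 0.0985 and 0.1001 with limma on FPKM at pseudocounts of 1, 0.1 and 0.5, 0.147 with quantile normalization, 0.0900 with upper-quartile scaling, 0.113 without the trend and 0.996 with fry, and 5.00e-11 to 0.633 over the fits without 1 library. It was 0.453 for the ROS pathway with fry, and 1.07e-04 to 0.00201 over the fits without 1 library. The uncalled list of MHC class I had the opposite sign with limma on FPKM at pseudocounts of 1, 0.1 and 0.5 (0.898, 0.895 and 0.908), with FPKM of at least 0.1 (0.995), quantile normalization (0.379), upper-quartile scaling (0.897), no trend (0.884), array weights (0.119), DESeq2 (0.931), the corrections for length (0.922) and GC content (0.990) and fry (0.996), and was at 0.0609 to 0.904 over the fits without 1 library, lower at 0.0609 without vehicle replicate 3 and at 0.661 without Mn-N/C replicate 2. The uncalled list of CD8 T cell effector function had the opposite sign with limma on FPKM without a filter (0.939) or with FPKM of at least 0.1 (0.995), array weights (0.615), no filter on counts (0.921), the corrections for length (0.701) and GC content (0.990), fry (0.996) and GSEA (0.985), and was at 0.233 to 0.909 over the fits without 1 library, lower without vehicle replicates 2 (0.909) and 3 (0.242) and Mn-N/C replicate 2 (0.233). The skeletal muscle list was lower at 9.90e-08 without Mn-N/C replicate 2 and higher at 0.0410 without Mn-N/C replicate 3, with 9.90e-08 to 0.909 over the fits without 1 library. Every list test in the fits without 1 library used camera's preset correlation of 0.01, and none was repeated with an estimated one. The estimate over all libraries was 0.965 for skeletal muscle and 0.625 for IFN-stimulated genes.
With the replicate number as a block, edgeR called 0 genes (2977 at an unadjusted p under 0.05, smallest adjusted p 0.0501), and the adjusted p was 0.0255 for IFN-stimulated genes and 4.64e-04 for the ROS pathway. Libraries with the same number showed no clear shared deviation (r -0.15, -0.01 and 0.12 for numbers 1 to 3). Deviations from a mean of 3 libraries constrain each other, so these values cannot exclude that a number marks a shared day or batch.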

Differences from the paper's values

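The choices of 2 libraries per group and the fits with 1.8 read as a fold named in this part were run after the values were seen. The normalized enrichment score of the ROS pathway was 2.11, and the paper's is about 1.4 in Fig. 4C, read by eye. Of the alternatives set before the data were examined that gave a score, the fit without Mn-N/C replicate 2 (1.59) lay within the leave-one-out SD of 0.208 of the paper's value, and the fits without vehicle replicate 1 (1.90), 2 (2.13) and 3 (1.73) and without Mn-N/C replicates 1 (1.93) and 3 (2.08) did not. The score of CD8 T cell effector genes was -0.79, and the paper's is about 1.3 in Fig. 4B, read by eye. The fits without vehicle replicate 1 (1.69), Mn-N/C replicate 1 (1.10) and Mn-N/C replicate 3 (0.65) had the paper's sign and lay within the leave-one-out SD of 1.38, and those without vehicle replicates 2 (-0.80) and 3 (-1.53) and Mn-N/C replicate 2 (-1.45) had the other sign. The fits without 1 library share most of their libraries, so their SD is a yardstick and does not measure the uncertainty of a score. The gene sets of the paper are not given in its text and need not be the lists used here.
The paper describes pathways of antigen presentation and CD8 T cell activation as enriched upward in Mn-N/C-treated tumors (Fig. 4A). The MHC class I list had 13 genes with a higher and 11 with a lower mean at an adjusted p of 0.972 from camera, and the 6 testable terms of Fig. 4A had adjusted p-values of 0.447 to 0.907, with the MHC class I protein complex lower at 0.00614 without vehicle replicate 3. The paper describes cytotoxic markers as higher (Fig. 4B), and of 27 effector genes 13 had a higher and 14 a lower mean. Gzmb (0.19, standard error 0.393) and Prf1 (0.48, 0.31) had higher means.
The paper describes IFN-stimulated genes as upregulated among differentially expressed genes (Fig. 4D). At its stated thresholds edgeR called 0 genes (2682 at an unadjusted p under 0.05), and DESeq2 called 687 at the adjusted p and 0 of them over a log2 fold change of 1.8. With 1.8 read as a fold, a combination chosen after seeing the values, DESeq2 called 41 genes, 0 higher and 41 lower. In edgeR without vehicle replicate 2, 93 genes were called, 4 higher and 89 lower. Among either, 0 were genes of Fig. 4D, and of the 50 listed IFN-stimulated genes only Samd9l was called, which was lower. Of the paper's own 24 genes 20 were tested, 18 with a higher mean, and 0 of these genes was called by edgeR, by DESeq2 or by edgeR without vehicle replicate 2. The paper drew them as upregulated in the same tumors, so their direction, here and in the choices of libraries below, is no independent test. Of a list of 50 IFN-stimulated genes, 12 had a higher and 38 a lower mean. Over the 9 choices of 2 vehicle and 2 Mn-N/C libraries, 10 to 20 of the paper's 20 tested genes had a higher mean, and all 20 did with vehicle replicates 2 and 3 and Mn-N/C replicates 2 and 3 or 1 and 2. In those 2 choices 29 and 31 of the 50 listed genes had a higher mean, with a median log2 fold change of 0.05 and 0.09, which is the paper's direction, and in the other 7 choices the median was -0.63 to -0.10. These 2 choices are also the ones whose values came closest to the colors of Fig. 4D (mean r 0.814 and 0.818, against 0.664 for the next).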

Other observations

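Chosen after the results were seen were the tests of a lower share of host cells, of vehicle replicate 1 alone and of GC content behind the many small p-values, the splits of the libraries for the counts of genes and the measures of spread set beside the corrections. Several early-response genes, which cells switch on within minutes of a stimulus, were among the genes with small p-values. Egr1 was at 86.9 ± 12.9 CPM in vehicle-treated and 54.5 ± 8.45 CPM in Mn-N/C-treated tumors (SD, n = 3), Klf4 at 424 ± 55.9 CPM in vehicle-treated and 303 ± 27.2 CPM in Mn-N/C-treated tumors and Klf6 at 342 ± 72.3 CPM in vehicle-treated and 240.5 ± 12 CPM in Mn-N/C-treated tumors, while Ccn1 was at 48.4 ± 1.44 CPM in vehicle-treated and 63.5 ± 7.76 CPM in Mn-N/C-treated tumors. Of 18 tested genes of that list 0 passed over all genes, 1 was higher and 4 were lower in edgeR when adjusted over the list alone, and the list's camera adjusted p was 0.193 (median -0.12, adjusted p = 0.999 with an estimated correlation). Vegfa, a growth factor of vessels, was at 420.1 ± 25 CPM in vehicle-treated and 308 ± 68.6 CPM in Mn-N/C-treated tumors, and Ddit4, a stress-induced inhibitor of mTOR signaling, at 128 ± 12.1 CPM in vehicle-treated and 76 ± 26.1 CPM in Mn-N/C-treated tumors.
Apart from adipocytes, other cell types of the tumor pieces gave no call at an adjusted p under 0.05 from camera, with 0 genes past edgeR over all genes or adjusted over the list alone and an adjusted p = 0.999 with an estimated correlation in every list. The camera adjusted p was 0.972 for macrophages and monocytes (14 of 24 higher, Lyz2 at 0.15, Spp1 at -0.50), neutrophils (7 of 14 higher), B and plasma cells (2 tested genes), fibroblasts and matrix (10 of 23 higher), skeletal muscle (14 of 16 higher), skin keratinocytes (1 of 6 higher), red blood cells (3 of 4 higher) and epithelial genes (2 tested genes), and 0.877 for endothelial genes (7 of 15 higher). It was also 0.972 for metal handling (5 of 12 higher, Mt1 at -0.33), inflammatory cytokines and NF-kB (12 of 22 higher) and hypoxia and glycolysis (9 of 22 higher). Without Mn-N/C replicate 2 the fibroblast list was lower at an adjusted p of 3.54e-05 from camera and the endothelial list at 0.00301, and without Mn-N/C replicate 1 the hypoxia list was lower at 4.99e-04. Each was called in only 1 of the 6 fits without 1 library. Over these fits the medians were -0.31 to 0.19 for fibroblasts, -0.30 to 0.14 for endothelial genes and -0.26 to 0.13 for hypoxia. The estimated correlations of these lists were 0.663, 0.717 and 0.777. Skeletal muscle genes differed most between libraries, with scores of -1.72, 0.52 and 1.61 in vehicle replicates 1 to 3 and -1.12, 2.96 and -2.25 in Mn-N/C replicates 1 to 3, and the list was lower at an adjusted p of 9.90e-08 without Mn-N/C replicate 2, higher at 0.0410 without Mn-N/C replicate 3 and higher at 0.00892 in GSEA by permutation. The paper measured transcripts of several genes by PCR in sorted or cultured cells. In whole tumors their log2 fold changes were -0.69 for Ddit3 (standard error 0.235), 0.01 for Hmgb1 (0.0843) and -0.38 for Cd274 (0.441). For Cxcl10, Irf7 and Isg15 they were -0.01 (0.385), -0.19 (0.543) and 0.06 (0.618). None of these genes was called by edgeR, and Ifnb1 and the Ifna genes had too few counts to test.
The ROS pathway list was higher in Mn-N/C-treated tumors at an adjusted p of 2.63e-04 from camera with a preset correlation, but not with an estimated correlation (adjusted p = 0.999) or with fry (0.453). At the preset correlation, removing each library's trend on gene length left it at an adjusted p of 0.00252 from camera, and on GC content at 0.00244. The library scores of the groups were still apart by 0.0467 and 0.0421, which argues against either trend as the whole cause of this gap. What remains can still be chance, since 3 libraries against 3 allow no p under 0.1 in the exact permutation test. A lower share of host cells stays open, since of 4 host cell lists the highest median was 0.147 (macrophages), which fell to -0.0614 with 1 library left out, and the treatment was not tested apart from it. There are 10 splits of the libraries into 3 and 3, too few for a share under 0.05, and the camera p was 1.75e-05 in the real split (1 of 10 as small), where the smallest of the others was 2.19e-04.
The list of IFN-stimulated genes was lower in Mn-N/C-treated tumors at an adjusted p of 0.0122 from camera with a preset correlation, but not with an estimated one (adjusted p = 0.999), and 10 of 22 alternatives called it. The call depends on single libraries and no 1 of them was singled out, since without vehicle replicate 1 the median log2 fold change was -0.00822 and the adjusted p 0.553, and the call was also lost without vehicle replicate 2 (0.0901), Mn-N/C replicate 1 (0.120) and Mn-N/C replicate 3 (0.633). Immune and stromal content of the pieces stays open. With the mean score of 4 host cell lists as a covariate the list was lower at an adjusted p of 0.00300, a bound that had been set to exclude this explanation, but its score difference of -0.27 was -1.98 times its standard error, within its spread, and an effect of Mn-N/C cannot be told apart from it here. Of 10 splits, too few for a share under 0.05, 8 had a camera p as small as the real one (0.00203, with 4.05e-63 as the smallest of the others).
Many genes had small p-values and none passed adjustment in edgeR. After the correction for gene length 2222 genes had an unadjusted p under 0.05 and after that for GC content 2015, against 2682 before and 640 by chance, which argues against either trend as the whole cause. Treatment, animals and the handling of the pieces stay open and untested. In the 10 splits, 1 had as many genes at an unadjusted p under 0.05 as the real one, itself, with 1471 as the highest of the others, and all 10 gave 0 genes at an adjusted p. For MHC class I and CD8 T cell effector genes 10 of 10 splits had a camera p as small as the real 0.904 and 0.928, with 8.47e-11 and 7.35e-13 as the smallest of the others, and 10 splits are too few for a share under 0.05.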
